# Imprinting fidelity in mouse iPSCs depends on sex of donor cell and medium formulation

**DOI:** 10.1038/s41467-022-33013-5

**Published:** 2022-09-16

**Authors:** Maria Arez, Melanie Eckersley-Maslin, Tajda Klobučar, João von Gilsa Lopes, Felix Krueger, Annalisa Mupo, Ana Cláudia Raposo, David Oxley, Samantha Mancino, Anne-Valerie Gendrel, Bruno Bernardes de Jesus, Simão Teixeira da Rocha

**Keywords:** Reprogramming, Imprinting, DNA methylation, Induced pluripotent stem cells

## Abstract

Reprogramming of somatic cells into induced Pluripotent Stem Cells (iPSCs) is a major leap towards personalised approaches to disease modelling and cell-replacement therapies. However, we still lack the ability to fully control the epigenetic status of iPSCs, which is a major hurdle for their downstream applications. Epigenetic fidelity can be tracked by genomic imprinting, a phenomenon dependent on DNA methylation, which is frequently perturbed in iPSCs by yet unknown reasons. To try to understand the causes underlying these defects, we conducted a thorough imprinting analysis using IMPLICON, a high-throughput method measuring DNA methylation levels, in multiple female and male murine iPSC lines generated under different experimental conditions. Our results show that imprinting defects are remarkably common in iPSCs, but their nature depends on the sex of donor cells and their response to culture conditions. Imprints in female iPSCs resist the initial genome-wide DNA demethylation wave during reprogramming, but ultimately cells accumulate hypomethylation defects irrespective of culture medium formulations. In contrast, imprinting defects on male iPSCs depends on the experimental conditions and arise during reprogramming, being mitigated by the addition of vitamin C (VitC). Our findings are fundamental to further optimise reprogramming strategies and generate iPSCs with a stable epigenome.

## Abstract (web summary)

Reprogramming somatic cells to induced pluripotent stem cells (iPSCs) is associated with epigenetic alterations. Here the authors assess DNA methylation in detail in multiple female and male mouse iPSC lines generated with different protocols and find that defects depend on the sex of donor cells and can be partially mitigated by Vitamin C.

## Introduction

The seminal studies from Takahashi and Yamanaka over a decade ago demonstrated the possibility to revert a somatic cell to a stem-like state through the induction of a defined set of transcription factors^1^. This opened the prospect to reprogram patient-derived cells, helping to elucidate novel pathological mechanisms underlying human diseases and to reveal new therapeutic drugs. Furthermore, clinical trials involving iPSCs in cell-replacement therapies have already been initiated^2,3^.

Despite being a revolutionary technology, several challenges persist that limit the current range of iPSC applications. First, iPSC reprogramming remains a highly inefficient process, with most of the cells either failing or achieving only partial reprogramming^4–7^. Second, correctly reprogrammed iPSCs exhibit very heterogeneous responses to specific differentiation cues, which compromise their use in disease modelling and clinical applications^8–10^. The lack of consistency between different iPSCs can be attributed to the natural genetic variability among individual donors^11^, as well as recurrent genetic aberrations in iPSCs^12–14^. However, the persistence of such heterogeneous behaviour in isogenic iPSC lines also suggests a role of epigenetic variability in this phenomenon^10,15–17^.

Epigenetic disparity, mostly studied at the DNA methylation level, can originate from: (1) failure to fully reset the somatic memory of the donor cell^8,9,18–20^; (2) acquisition of aberrations during the reprogramming process^16–19,21–24^; (3) epigenetic adaptation to long-term in vitro culturing^25,26^. The latter two likely affect processes that rely on strict maintenance of DNA methylation, such as genomic imprinting^24,27–29^, which serves as a good readout to study epigenetic fidelity in iPSCs.

Genomic imprinting is a parent-of-origin-specific epigenetic mechanism that controls the monoallelic expression of ~150 genes in the mammalian genome. Unlike the majority of genes, imprinted genes are biased or exclusively expressed from the maternal or paternal chromosomes. These genes are important regulators in prenatal growth and development, as well as, in postnatal brain functions and metabolic pathways^30^. The dysregulation of imprinted genes has been associated with several developmental and behavioural disorders, such as Beckwith-Weidemann, Angelman and Prader-Willi syndromes^31–33^. Most imprinted genes are located in close proximity in defined genomic loci, called imprinted clusters. Mammalian genomes present around 25 imprinted clusters, that contain a *cis*-acting regulatory element, known as imprinting control region (ICR), which co-regulates imprinting expression of multiple genes. This region is dense in CpG dinucleotides and displays opposite DNA methylation patterns between the paternally and maternally inherited alleles. This methylation pattern is set up during gametogenesis and stably maintained in somatic cells, with 22 of the ICRs being methylated on the maternal allele and 3 on the paternal allele in the mouse genome^30^. Disturbances in the parental allele-specific methylation at ICRs perturb monoallelic expression and are thus one of the main causes of imprinting disorders^34^. Therefore, it is of utmost importance that proper parental-specific methylation at ICRs is maintained in iPSCs.

Previous studies have revealed imprinting defects in both mouse and human iPSCs^16,17,24,27–29,35^. Importantly, these errors persist and are never rescued upon differentiation^17,35^, which is troublesome for iPSC applications in translational and clinical research. The first reported imprinting defect was the aberrant hypermethylation of the maternal allele in the *Dlk1-Dio3* cluster leading to silencing of maternally expressed non-coding RNAs in mouse iPSCs^24^. This was shown to compromise their pluripotent properties^24,36,37^. Interestingly, defects in *Dlk1-Dio3* locus could be corrected by using ascorbic acid, also known as vitamin C (VitC)^38^, presumably due to an increased demethylating activity of the TET dioxygenase enzymes^39^. Later studies showed that the repertoire of imprinting defects extends to other imprinted loci in mouse iPSCs^27–29^. Interestingly, the extent and nature (hypermethylation versus hypomethylation) of these defects varied significantly between studies (Supplementary Table 1). Whether these contrasting results are caused by differences in the sex of donor cells and/or the reprogramming protocols used, or by limitations of the systems chosen for imprinting analyses is unknown (Supplementary Table 1). Several shortcomings can be attributed to those studies which prevent direct comparison: (1) unavailability of single nucleotide polymorphisms (SNPs) to distinguish the two parental alleles for imprinting analysis; (2) low number of iPSC lines studied; (3) lack of information or use of iPSCs of only one sex; (4) use of a single culture condition for reprogramming; (5) limited number of imprinted regions assessed.

Here, we present a thorough analysis of imprinting defects in isogenic murine female and male hybrid iPSCs in different culture conditions using the ultra-deep IMPLICON approach to screen for imprinting methylation. Our results show that iPSCs harbour multiple imprinting errors that are dictated by sex of the donor cell and medium conditions. As imprinting defects are maintained in differentiated derivatives of iPSCs, our findings are fundamental for continuous improvement of reprogramming protocols aiming at generating epigenetically faithful iPSCs.

## Results

### Generation of F1 hybrid iPSCs in serum-free conditions

To systematically address the imprinting status in mouse iPSCs, we generated male and female isogenic hybrid iPSC lines from mouse embryonic fibroblasts (MEFs) derived from a cross between a female “*reprogrammable*” i4F mouse carrying a doxycycline-inducible polycistronic Yamanaka cassette (on a C57BL/6J background; named i4F-BL6 herein)^40,41^ and a male from the *Mus musculus castaneus* (CAST/EiJ - named CAST herein) strain. The use of F1 hybrid cells from genetically distant mouse strains allows the distinction of parental alleles based on SNPs present at both ICRs and genes^42,43^. Unfortunately, we were unable to obtain MEFs from the reciprocal cross within the time-frame of this work. For this reason, we focused our analysis on loci for which imprinting has previously been shown not to be perturbed by the direction of the cross either in tissues or in mouse iPSCs^27,43,44^.

Both female and male MEFs were first reprogrammed in serum-free conditions using a medium supplemented with Knockout Serum Replacement (KSR) in the presence of doxycycline (DOX) for 12 days (Fig. 1A) as previously described^41^. After 12 days of DOX induction, we picked 6 independent colonies with the typical dome-shaped morphology from each sex. The cells were maintained in the same medium without DOX until around day 50 to ensure the generation of totally reprogrammed iPSC lines (Fig. 1A). All analyses were performed for all iPSC lines at this stage and in the subsequent two-to-three passages.

**Fig. 1:**
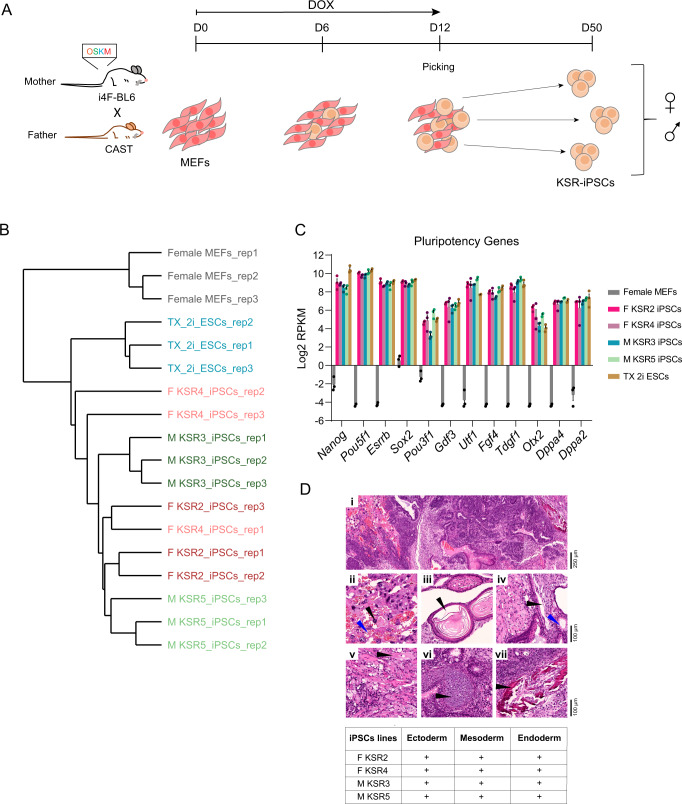
Generation of F1 hybrid KSR-iPSCs. **A** Schematic representation of the reprogramming protocol; briefly, a transgenic “*reprogrammable*” female mouse on a C57BL/6J genetic background (i4F-BL6) was crossed with a *Mus musculus castaneus* (CAST) male mouse to generate E13.5 F1 hybrid embryos from which  mouse embryonic fibroblasts (MEFs) were obtained. MEFs were reprogrammed by induction of the polycistronic Yamanaka cassette (*Oct4*/*Sox2*/*Klf4*/*c-Myc* - OSKM) in the presence of doxycycline (DOX) for 12 days. Individual clones of mouse induced pluripotent stem cells reprogrammed in Knockout Serum Replacement medium (KSR-iPSCs) were picked on day 12 and expanded until approximately day 50. **B** Clustering analysis of the normalised RNAseq counts for all the biological triplicates of female MEFs, female (F KSR2 and F KSR4) and male (M KSR3 and M KSR5) iPSCs and TX 2i ESCs. **C** Expression analysis by RNAseq of a panel of pluripotent genes in female MEFs, female (F KSR2, F KSR4), male (M KSR3 and M KSR5) iPSCs and TX 2i ESCs. The graph shows the average Log2 Reads Per Kilobase per Million mapped reads (RPKM) expression values ± Standard Deviation (SD) from biological triplicates of each sample. Source data are provided as a Source Data file. **D** Table and representative H&E staining of teratomas after subcutaneous injection of 2 × 10^6^ cells into the flanks of NSG mice. iPSCs efficiently contribute to ectoderm, mesoderm, endoderm and occasionally trophectoderm. **i** Low magnification of a mature teratoma, scale bar represents 250 µm. **ii** Trophectoderm-derived trophoblast giant cells (black arrowhead), associated with large vascular spaces (blue arrowhead), characteristic of placental tissue. **iii** Ectodermal components corresponding to squamous epithelium (black arrowhead). **iv** Endodermal components corresponding to respiratory-type epithelium, including ciliated (black arrowhead), and mucin-producing goblet cells (blue arrowhead). **v, vi, vii**, Mesodermal components (black arrowhead) corresponding to muscle, cartilage, and bone, respectively; ii-vii scale bar represents 100 µm. Table summarises the successful generation of teratomas with tissues from the three germ layers from F KSR2, F KSR4, M KSR3 and M KSR5 iPSCs. Two teratomas per cell line were generated and analysed by H&E staining.

To validate the newly KSR-derived iPSC lines (KSR-iPSCs), we screened for the expression of three pluripotent markers (*Pou5f1*, *Nanog* and *Esrrb*). All KSR-iPSCs, but not the parental MEFs, expressed the markers at similar levels to mouse embryonic stem cells (ESCs) cultured in serum (JM8.F6 male ESCs)^45^ or 2i (MEK and GSK3 inhibition) conditions (TX1072 female ESCs from a BL6 female x CAST male cross – TX 2i ESCs)^46^ (Supplementary Fig. 1A). 

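RNA-seq covered 18 libraries, 3 from each of 6 groups. The groups were female MEFs, the female lines F KSR2 and F KSR4, the male lines M KSR3 and M KSR5, and TX 2i ESCs, all from a cross of a C57BL/6J (BL6) mother with a CAST/EiJ (CAST) father. The libraries of a KSR-iPSC line come from 1 clone, so a comparison of female with male KSR-iPSCs rests on 2 lines of each sex. The paper names a single female embryo as a source of MEFs and made the KSR-iPSCs from MEFs of single embryos, so the lines of a sex may share an embryo and sex cannot be separated from embryo. The authors trimmed the reads with Trim Galore 0.6.1, mapped them to GRCm38 with HISAT2 2.1.0 and assigned reads that carry strain-specific SNPs to the BL6 or the CAST genome. They quantified the reads by strand over mRNA probes in SeqMonk. The deposited table gives 4 log2 values for each of 25965 genes and each library, for all reads, for reads assigned to neither genome, for BL6 (maternal) reads and for CAST (paternal) reads. The paper calls these values log2 RPKM. In every column at least 99.9566% of the values correspond to whole reads within 0.05 read once scaled by the value of 1 read, in the shortest as in the longest genes, so they are log2 RPM of the column's own total, without a correction for gene length. A gene without reads was given the value of 0.9 read. Total reads per library, recovered from that scale, ranged from 16.4 M to 19.6 M in MEFs (median 19.0 M), from 16.4 M to 18.7 M in F KSR2 (17.9 M) and from 14.8 M to 18.1 M in F KSR4 (18.1 M). They ranged from 17.2 M to 19.5 M in M KSR3 (18.0 M), from 17.3 M to 18.1 M in M KSR5 (17.8 M) and from 15.7 M to 18.7 M in TX 2i ESCs (17.8 M). Reads within genes that could be assigned to a parent numbered 2.51 M to 3.54 M per library, 17.7% to 19.9% of the reads in genes. Groups were compared with limma (trend option, Benjamini-Hochberg adjusted p under 0.05) on the deposited log2 values of genes at or above a log2 value of 0 in at least 3 libraries, which kept 14632 genes over the 18 libraries and 13609 over the 12 KSR-iPSC libraries. The maternal share of a gene is its maternal reads as a percentage of its maternal and paternal reads, from recovered whole reads. Intervals on such shares cover counting error only.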

We strengthened our transcriptional characterization by performing RNA sequencing (RNA-seq) in three biological replicates for two female (F KSR2 and F KSR4) and two male (M KSR3 and M KSR5) iPSC lines, TX 2i ESCs, as well as female MEFs. Clustering analysis based on expression profile demarcates differences between cell types (MEFs versus iPSCs/ESCs) and culture conditions (KSR versus 2i) (Fig. 1B). 

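Expression profiles of the KSR-iPSCs lay near those of the TX 2i ESCs and far from those of the MEFs. Over all genes, the Pearson correlation between a KSR-iPSC and a MEF library ranged from 0.859 to 0.885 (36 pairs), between a TX 2i ESC and a MEF library from 0.856 to 0.858 (9 pairs), and between a KSR-iPSC and a TX 2i ESC library from 0.963 to 0.974 (36 pairs). Female and male KSR-iPSC libraries correlated at 0.966 to 0.983 (36 pairs). Replicates of a group correlated at 0.987 to 0.992 in MEFs, 0.985 to 0.987 in TX 2i ESCs, 0.980 to 0.984 in F KSR2, 0.965 to 0.973 in F KSR4, 0.987 to 0.991 in M KSR3 and 0.980 to 0.989 in M KSR5. These are correlations across genes, which are not independent replicates, and no p was computed. For 14 of the 18 libraries, the library with the highest correlation was a replicate of the same group. The exceptions were F KSR2 replicate 3 and the 3 libraries of F KSR4. In a neighbour joining tree on 1 minus the correlation, the MEFs, the TX 2i ESCs and M KSR3 each formed a branch of their own, 3 of 9 sets of libraries examined. The 12 KSR-iPSC libraries did not form a single branch, since F KSR4 replicate 2 joined the TX 2i ESCs and M KSR5 replicate 3 lay next to the MEFs. With average linkage, an alternative chosen after seeing the data, 5 of the 9 sets formed a branch, the KSR-iPSCs as a whole and M KSR5 among them. Without M KSR5 replicate 3, neighbour joining also gave 5.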

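Against the MEFs, the KSR-iPSCs gained pluripotency genes and lost fibroblast genes. Dppa5a, an RNA-binding protein gene of pluripotent cells on chromosome 9 of GRCm38 from 78367052 to 78368177, had 9680 to 26807 reads per KSR-iPSC library and 0 in each MEF library, at least 6303-fold more than 3 reads per library. L1td1, on chromosome 4 from 98726734 to 98738480, had 766 to 15176 reads in KSR-iPSCs and 0 to 1 in MEFs. Lox, the collagen cross-linking lysyl oxidase gene on chromosome 18 from 52516069 to 52529867, fell from a log2 value of 12.14 ± 0.34 (SD, n = 3) in MEFs to -0.44 ± 2.71 (SD, n = 12) in KSR-iPSCs, a log2 fold change of -12.58 (standard error 1.31, adjusted p = 1.34e-07 from limma). Mgp, matrix Gla protein on chromosome 6 from 136872436 to 136875805, changed by -12.76 (standard error 0.76, adjusted p = 9.56e-11 from limma). Postn on chromosome 3 from 54361109 to 54391034, Ogn on chromosome 13 from 49608071 to 49624500, C1qtnf3 on chromosome 15 from 10952332 to 10980150 and Aspn on chromosome 13 from 49544443 to 49567557, all secreted matrix proteins, had 1842 to 26239 reads in the MEF libraries and 0 to 53 in the KSR-iPSC libraries. All 30 listed fibroblast genes tested were lower, in KSR-iPSCs and in TX 2i ESCs (30 of 30 in each when adjusted over the list alone). Camera gave this list an adjusted p of 1.28e-14 for KSR-iPSCs with its preset correlation, and an adjusted p of 0.0909 with an estimated correlation. Of 19 other genes of naive pluripotency, 18 were higher in KSR-iPSCs (18 when adjusted over the list alone) and Spp1 was lower, with a camera adjusted p of 1.31e-09, and an adjusted p of 0.0567 with an estimated correlation. In TX 2i ESCs 18 of these 19 were higher. Of 20 epithelial genes, 17 were higher and 2 lower in KSR-iPSCs (17 and 2 when adjusted over the list alone). In all, 10877 of the 14632 genes tested differed between KSR-iPSCs and MEFs, 6121 higher and 4756 lower, and 9737 differed between TX 2i ESCs and MEFs, 5490 higher and 4247 lower. The median over all genes tested was 0.22 higher in log2 in KSR-iPSCs than in MEFs (0.35 with median scaling) and 0.20 higher in TX 2i ESCs (0.28).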

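Genes that follow MEK-ERK signalling, which the 2i medium inhibits, were higher in KSR-iPSCs than in TX 2i ESCs. Spry4, a feedback inhibitor of the pathway on chromosome 18 from 38586268 to 38601268, had 75 to 5714 reads in KSR-iPSC and 1 to 5 in TX 2i ESC libraries, a log2 fold change of 9.22 (standard error 0.75, adjusted p = 4.21e-07 from limma). Etv4, an ETS transcription factor on chromosome 11 from 101769742 to 101785371, was higher by 6.63 (standard error 0.34, adjusted p = 3.96e-09 from limma). Dusp6, an ERK phosphatase on chromosome 10 from 99263231 to 99267488, was higher by 5.30 (standard error 0.55, adjusted p = 4.84e-06 from limma), and Egr1 on chromosome 18 from 34859823 to 34864984 by 5.77 (standard error 0.55, adjusted p = 1.84e-06 from limma). Of 21 listed targets and feedback regulators of MEK-ERK signalling, 13 were higher and none lower (16 and 1 when adjusted over the list alone). Camera gave this list an adjusted p of 4.89e-09 with its preset correlation, and an adjusted p of 0.290 with an estimated correlation. Of 30 fibroblast genes, 13 were higher and 2 lower in KSR-iPSCs (13 and 4 when adjusted over the list alone), and in M KSR5 replicate 3 these genes lay above the other 2 libraries of the line in 29 of 30. Of 13 genes of fatty acid synthesis, 7 were lower (7 when adjusted over the list alone). Enpp3 on chromosome 10 from 24773814 to 24836195 and Stra8, a gene of meiotic entry on chromosome 6 from 34920163 to 34939342, were also higher in KSR-iPSCs, by 7.00 and 6.06. Among the lower genes, Stk33, a kinase gene on chromosome 7 from 109279223 to 109439081, changed by -7.84 (standard error 0.60, adjusted p = 2.47e-07 from limma), and the imprinted Plagl1 on chromosome 10 from 13090691 to 13131694 by -4.13 (standard error 0.43, adjusted p = 4.99e-06 from limma). Gt(ROSA)26Sor on chromosome 6 from 113067428 to 113077333 changed by -5.35, Pramel7 on chromosome 2 from 87489087 to 87497093 by -4.53, and Xlr3a on the X chromosome from 73086293 to 73097095 by -4.36. The paper places the rtTA transgene of its reprogrammable MEFs in the Rosa26 locus. Whether this bears on the value of Gt(ROSA)26Sor was not tested. Pramel7 and Xlr3a belong to families of near-identical genes that can share reads, so their values are uncertain. Trpm1 on chromosome 7 from 64153835 to 64269775 changed by -4.46 (standard error 1.14, adjusted p = 0.00885 from limma), and its adjusted p was 0.0536 without TX 2i ESCs replicate 2. Of 14632 genes tested, 1615 were higher and 1757 lower in KSR-iPSCs than in TX 2i ESCs, 3372 in all (47.9% higher). The balance turned with the scaling, with 1875 higher and 1554 lower after median scaling (54.7% higher) and 1336 higher and 2048 lower with voom (39.5%). Leaving out 1 library of the TX 2i ESCs gave 2154 (replicate 1), 2125 (replicate 2) and 2126 (replicate 3). The TX 2i ESCs are 1 female line, and 2 of the 4 KSR-iPSC lines are male, so medium, line and sex differ together in this comparison.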

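Each of 12 pluripotency genes (Nanog, Pou5f1, Esrrb, Sox2, Pou3f1, Gdf3, Utf1, Fgf4, Tdgf1, Otx2, Dppa4 and Dppa2) was higher than in the MEFs in each of the 4 KSR-iPSC lines and in the TX 2i ESCs, 60 of 60 comparisons at an adjusted p under 0.05 from limma. The 5 lines share the same 3 MEF libraries, so these comparisons are not independent. The paper calls the 12 genes a selected set and does not say how they were chosen, so their direction is not taken as independent evidence. Pou5f1, which encodes OCT4, lies on chromosome 17 from 35506037 to 35510776 and had 12485 to 23719 reads in the KSR-iPSC libraries and 0 in each MEF library, at least 6038-fold more. Tdgf1 on chromosome 9 from 110939610 to 110946158 (2257 to 14227 reads in KSR-iPSCs), Dppa4 on chromosome 16 from 48283735 to 48294292 (1104 to 2997 reads) and Otx2 on chromosome 14 from 48657679 to 48667644 (257 to 1928 reads) also had 0 reads in every MEF library and were at least 2864-fold, 768-fold and 296-fold higher. Nanog, on chromosome 6 from 122707489 to 122714633, had a log2 value of 8.64 ± 0.52 (SD, n = 12) in KSR-iPSCs, 10.42 ± 0.38 (SD, n = 3) in TX 2i ESCs and -2.06 ± 0.75 (SD, n = 3) in MEFs, and its log2 fold change against MEFs ranged from 10.33 to 12.48 over the 5 lines. Sox2, on chromosome 3 from 34650005 to 34652461, was higher by 8.21 to 8.80. Pou3f1, on chromosome 4 from 124657646 to 124660655, was higher by 4.47 to 6.92, and its change in M KSR3 (4.47, standard error 0.43, adjusted p = 7.33e-08 from limma) had the highest adjusted p of the 60. Esrrb on chromosome 12 from 86361117 to 86521628 had 5335 to 12373 reads in KSR-iPSC libraries and 0 to 1 in MEF libraries. For Utf1 on chromosome 7 from 139943789 to 139945112 the reads were 2424 to 13882 and 0 to 3, for Fgf4 on chromosome 7 from 144861386 to 144865243 they were 2671 to 6485 and 0 to 1, for Gdf3 on chromosome 6 from 122605403 to 122610087 they were 485 to 2342 and 0 to 1, and for Dppa2 on chromosome 16 from 48310477 to 48319723 they were 369 to 2968 and 0 to 3. F KSR4 replicate 2 had the lowest value of the 6 female KSR-iPSC libraries in 8 of the 12 genes, Esrrb, Pou3f1, Gdf3, Utf1, Tdgf1, Otx2, Dppa4 and Dppa2.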

Analysis of a selected set of pluripotency genes showed consistent expression in iPSCs and TX 2i ESCs, but not in female MEFs (Fig. 1C). This was confirmed at the protein level by immunofluorescence (IF) for SSEA-1, OCT4 and NANOG (Supplementary Fig. 1B). We also checked that our female and male KSR-iPSCs exhibit a normal karyotype (Supplementary Fig. 1C). 

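Female KSR-iPSCs expressed X-linked genes at higher levels than male KSR-iPSCs, with reads from both parental copies. Reads on the X chromosome made up 4.62% ± 0.233 (SD, n = 6 libraries) of all reads in genes in female lines and 2.65% ± 0.112 (SD, n = 6) in male lines. Every female library lay above every male library, by 1.97 percentage points between the means (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 libraries against 6 allow). The libraries of a line share a clone, so this p and those below do not measure the spread between lines. Regrouping whole lines allows 3 splits, too few for a p under 0.05. The share was 4.81% ± 0.0367 in F KSR2, 4.43% ± 0.170 in F KSR4, 2.56% ± 0.00692 in M KSR3, 2.73% ± 0.0963 in M KSR5, 4.94% ± 0.0858 in TX 2i ESCs and 3.46% ± 0.0425 in female MEFs (SD, n = 3 each). The maternal share of X-linked reads was 49.7% in F KSR2, 49.4% in F KSR4, 48.5% in TX 2i ESCs and 36.2% in female MEFs (27.6% to 40.6% over the MEF libraries). In M KSR3 and M KSR5, whose single X is maternal, it was 99.7% and 99.8%. The paternal reads there, 0.129% to 0.414% per library, bound how often maternal X-linked reads are assigned to the wrong parent. Other sources of these reads were not separated. The median log2 difference of female from male libraries was 0.73 over 521 X-linked genes, a 1.66-fold change (exact permutation test, two-sided, p = 0.00216, again the smallest p possible), and -0.12 over 13067 autosomal genes (exact permutation test, two-sided, p = 0.00433). RPM scaling ties these 2 values together, and with median scaling on autosomal genes the X-linked difference was 0.85. How much of the autosomal value the scaling accounts for was not tested. The autosomal values spread more over the female libraries (SD 0.114, n = 6) than over the male libraries (SD 0.0205, n = 6). Every autosome lay lower in F KSR4 than in the other KSR-iPSC lines, by 0.02 to 0.34 log2. The autosomal difference is thus not shown to hold in both female lines.

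**Figure D1:**
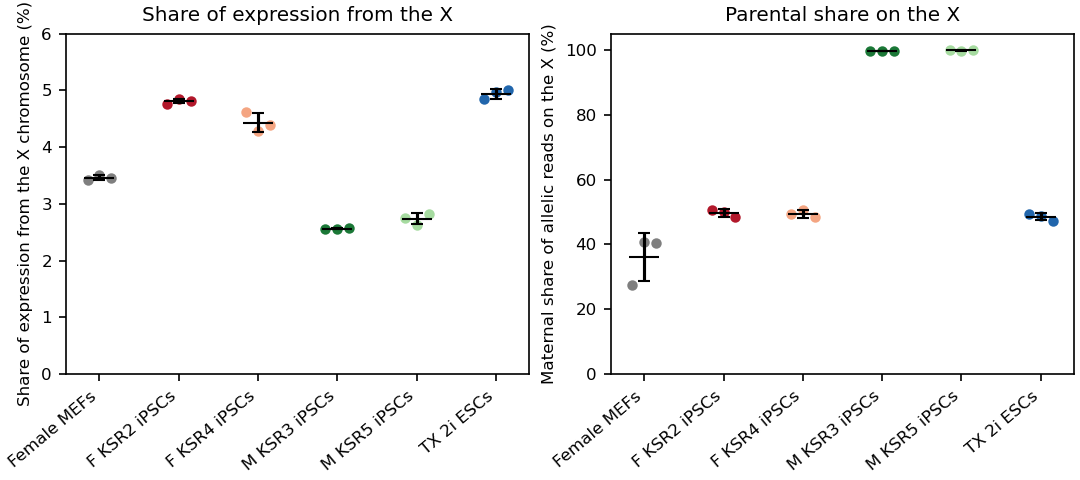
Share of reads on the X chromosome and maternal share of X-linked reads in each library, in percent, for the 6 groups, with the mean and SD of each group. Female KSR-iPSC and TX 2i ESC libraries lie above male KSR-iPSC libraries in the share of reads on the X, and their maternal share lies near 50%.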

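Of 521 X-linked genes tested between the 6 female and the 6 male KSR-iPSC libraries, 170 passed an adjusted p of 0.05 from limma and all 170 were higher in female lines. Xist, the RNA that coats an inactive X, lies on the X chromosome from 103460375 to 103483217 and had a log2 value of 5.01 ± 1.03 (SD, n = 6) in female and 1.16 ± 1.32 (SD, n = 6) in male lines, a log2 fold change of 3.85 (standard error 0.56, adjusted p = 0.00188 from limma). In the female MEFs it was 8.82 ± 0.35 (SD, n = 3). Ap1s2, an adaptor of vesicle coats on the X from 163909017 to 163933666, was higher by 1.86 (standard error 0.23, adjusted p = 0.000582 from limma), Dynlt3, a dynein light chain from 9654267 to 9663003, by 1.73 (standard error 0.26, adjusted p = 0.00240 from limma), and Gpc3, a glypican from 52272426 to 52613950, by 1.71 (standard error 0.34, adjusted p = 0.0124 from limma). Rhox6 (37826910 to 37829857) and Rhox9 (37899097 to 37901867), homeobox genes of an X-linked cluster, were higher by 2.48 and 2.18, but paralogs in the cluster can share reads. Rhox9 had an adjusted p of 0.0801 with no filter. Klhl13, from 23219271 to 23365082 on the X, was higher by 2.07 (standard error 0.47, adjusted p = 0.0243 from limma, and 0.0894 with no filter). Dusp9, from 73639419 to 73643514, had a log2 fold change of 0.89 (standard error 0.23, adjusted p = 0.0511 from limma), which passed with quantile normalization (adjusted p = 0.0397, over the alternatives 0.00771 to 0.447). Of 8 genes known to escape X inactivation, 4 were higher (5 when adjusted over the list alone). Of 9 genes tested on the Y chromosome, 6 were lower in female lines, among them all 5 tested members of a list of Y-linked genes (5 when adjusted over the list alone). Ddx3y (1260715 to 1286613 on the Y), Eif2s3y (1010543 to 1028847) and Uty (1096861 to 1245759) had 0 reads in every female library and were at least 514-fold, 235-fold and 150-fold lower than in male lines. Of 13067 autosomal genes, 46 were higher and 168 lower in female lines. These counts rest on single libraries. Over all chromosomes 174 genes were lower, and 49, 47 and 46 without M KSR3 replicate 1, 2 or 3, 95 and 79 without F KSR2 replicate 2 or 3, and 266 without M KSR5 replicate 3. The autosomal genes higher numbered 23, 26 and 21, 30 and 16, and 92 in the same order, and 71 without F KSR4 replicate 2. Fetub on chromosome 16 from 22918382 to 22939766 was higher by 2.23 (standard error 0.28, adjusted p = 0.000596 from limma), and Gpr126 (chromosome 10, 14402585 to 14545036), Pla1a (chromosome 16, 38396119 to 38433145), Wfdc2 (chromosome 2, 164562413 to 164568510), Dsp (chromosome 13, 38151328 to 38198577) and Tspan2 (chromosome 3, 102734529 to 102772292) by 1.18 to 2.12. Dsp and Tspan2 lost the call with no filter (adjusted p = 0.0821 and 0.0694 from limma). Lrrk2 on chromosome 15 from 91673175 to 91816120 changed by -1.91 (standard error 0.26, adjusted p = 0.00123 from limma), Ivns1abp on chromosome 1 from 151344498 to 151364445 by -1.64 (standard error 0.27, adjusted p = 0.00365 from limma), and Etv4 by -1.64 (standard error 0.26, adjusted p = 0.00351 from limma). All 3 lie where 1 male line carried more maternal reads. Lrrk2 lies on chromosome 15, raised in M KSR5. Ivns1abp and Etv4 lie on chromosome 1 and the distal part of chromosome 11, raised in M KSR3. All reads per gene rose there by a median of 0.39, 0.56 and 0.51 log2. The part of this in the changes of these genes was not tested. In all, 390 of 13609 genes differed, 216 higher and 174 lower (55.4% higher). The higher share was 70.4% with median scaling and 68.9% with quantile normalization, but 35.7% with all 18 libraries in 1 model and 48.9% without M KSR5 replicate 3, and the median over all genes was -0.11 (-0.02 with median scaling). An intensity difference filter, rebuilt from the 1% of genes nearest in mean level and not the authors' own run of this test, together with limma left 44 genes, 33 higher (24 of them X-linked) and 11 lower. Without 1 library the X-linked count ran from 10 (F KSR4 replicate 3) to 30 (F KSR4 replicate 2). The lower count ran from 6 (M KSR3 replicate 1 or 3) to 14 (F KSR4 replicate 1). With the mean of each line as the unit, 2 lines against 2, only Ddx3y, Uty, Eif2s3y and Ube1y1 passed, all Y-linked and lower, and with the line as a random block 138 genes did.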

Consistent with this, RNA-seq counts and differential gene expression analysis of females compared to male iPSCs indicate the presence of two active X chromosomes in our female iPSCs (Supplementary Fig. 1D, E; Supplementary Data 1). When female and male KSR-iPSC lines were subcutaneously injected into immune-deficient NOD SCID γ (NSG**)** mice^47^, they all formed teratomas composed by cells belonging to the three germ layers (endoderm, mesoderm and ectoderm) and the occasional presence of trophectoderm-derived trophoblast giant cells, confirming their full differentiation potential (Fig. 1D). All together, these results show that we successfully generated multiple pluripotent and karyotypically normal female and male hybrid KSR-iPSCs.

### KSR-iPSCs show loss of methylation at imprinted regions

To screen for imprinting methylation fidelity in KSR-iPSCs, we employed allele-specific IMPLICON previously validated on F1 tissue samples from reciprocal BL6 x CAST crosses^44^. This method combines bisulfite treatment of genomic DNA with amplicon high-throughput sequencing with a de-duplication step to generate base-resolution datasets with high coverage and allelic discrimination of the original DNA molecules. We focused on 13 imprinted clusters together with 2 unmethylated and 1 methylated control regions and looked in KSR-iPSCs, the original MEFs and in the TX 2i ESC line expected to have erased methylation imprints due 2i-induced demethylation^48–51^. Reassuringly, no differences between the two parental alleles were observed for both unmethylated (*Sox2* and *Klf4* genes) and methylated controls (*Prickle1* gene) in female and male MEFs and respective KSR-iPSCs, as well as, for the TX 2i ESCs (Supplementary Fig. 2A; Supplementary Data 2). For *Prickle1*, a slight drop in DNA methylation levels was observed for female KSR-iPSCs (~50-70%) in both alleles compared to parental MEFs (>90%), while it was completely lost in the TX 2i ESC line (<10%), likely to be caused by 2i-induced demethylation^48–51^.

For the 13 imprinted regions analysed, at both female and male MEFs we observed the expected allele-specific methylation pattern at ICRs, with 11 of the regions displaying methylation on the maternal allele (PWS/AS*, Peg3, Gnas, Commd1-Zrsr1*, *Mcts2-H13*, *Kcqn1-Kcnq1ot1*, *Mest/Peg1*, *Plagl1/Zac1*, *Grb10*, *Igf2r* and *Impact*) and two regions on the paternal allele (*Igf2-H19* and *Dlk1-Dio3*) (Fig. 2A; Supplementary Fig. 2B; Supplementary Data 2). This allele-specific pattern was mostly erased in the TX 2i ESCs, confirming that the 2i-induced demethylation does not spare imprinted loci as previously reported^52,53^. Strikingly, the expected imprinting methylation status (>75 % on one and <25 % on the other allele) was not preserved in either female or male KSR-iPSCs. First, we observed that reduction in methylation from the methylated ICRs was a common trend to all KSR-iPSCs (Fig. 2A; Supplementary Fig. 2B; Supplementary Data 2), and affected both maternally and paternally methylated ICRs. Second, these hypomethylation defects were more pronounced in female versus male KSR-iPSCs. This is particularly noticeable looking at averaged methylation levels of female and male KSR-iPSCs (Fig. 2B), with 5 loci (*Gnas*, PWS/AS, *Igf2-H19*, *Dlk1-Dio3* and *Commd1-Zrsr1*) consistently more affected in female KSR-iPSCs (Fig. 2B). Third, we also noticed some iPSC-to-iPSC variation in methylation levels at imprinted regions (Fig. 2A, B; Supplementary Fig. 2B; Supplementary Data 2) matching previous observations^27–29^.

**Fig. 2:**
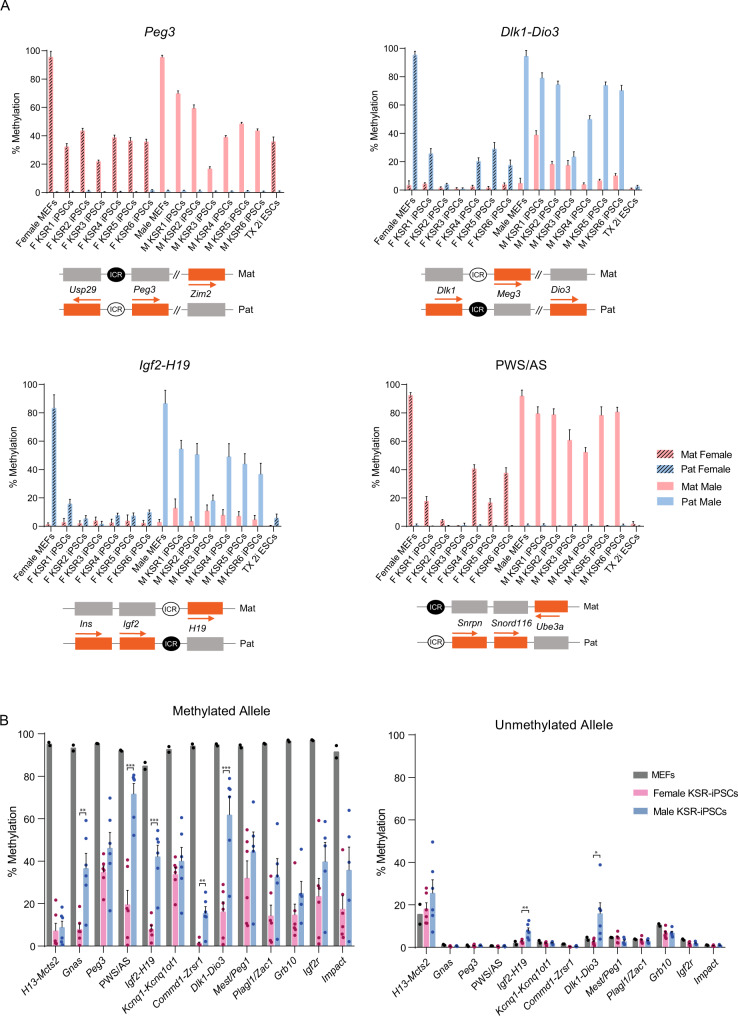
Hypomethylation defects in KSR-iPSCs. **A** Methylation analysis of *Peg3*, *Dlk1-Dio3, Igf2-H19* and PWS/AS ICRs in female and male MEFs, female (F KSR1-6) and male (M KSR1-6) iPSCs and TX 2i ESCs; Each graph represents the mean percentage ± SD methylation levels measured at each CpG within different genomic regions per parental allele for each sample (number of CpG per locus - *Peg3*: *n* = 24; *Dlk1-Dio3*: *n* = 27; *Igf2-H19*: *n* = 16; PWS/AS: *n* = 15); Scheme on the bottom of each graph represents the normal methylation status of each ICR in the correspondent regions (white circle – unmethylated ICR; black circle – methylated ICR; Mat – maternal allele; Pat – paternal allele; orange rectangles – expressed genes; grey rectangles – silenced genes; regions are not drawn to scale). Source data are provided as Supplementary Data 2. **B** Average percentage of methylation at methylated and unmethylated alleles of ICRs in parental MEFs (*n* = 2 biological independent cell lines), female and male KSR-iPSCs (*n* = 6 each biological independent cell lines); Graph represents the mean ± SEM methylation levels measured at each CpG within different genomic regions per parental allele for each group of samples. Statistically significant differences between female and male KSR-iPSCs are indicated as * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 (unpaired two-tailed Student’s *t*-test). Source data are provided as Supplementary Data 2.

Hypomethylation defects ranged from a milder reduction in methylation (30-70%) to the complete loss of methylation (< 10%) at the methylated allele (Fig. 2A; Supplementary Fig. 2B). Milder cases could be explained either by partial methylation loss at ICRs in all cells equally or by cellular heterogeneity within the same iPSC line, having some cells completely lost DNA methylation at ICRs, while others maintained it intact. Thanks to the single-molecule resolution of IMPLICON, we could see that the majority of these mild cases can indeed be explained by cellular heterogeneity. At the *Gnas* and *Kcnq1-Kcnq1ot1* loci, a partition between unmethylated and methylated reads could be seen for the normally methylated maternal ICRs (Supplementary Fig. 2C), suggesting that some cells have lost DNA methylation at these elements, while others have retained it. Overall, our results show that both female and male KSR-iPSCs have substantial hypomethylation defects suggestive of a general tendency of imprinting erasure under these conditions.

### Hypomethylation affects imprinted expression in KSR-iPSCs

We next examined whether ICR hypomethylation disrupts the normal allele-specific expression of imprinted genes by analysing our RNA-seq datasets taking advantage of the strain-specific SNPs. 

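The 17 genes are Zdbf2, Mcts2, Sgce, Peg10, Mest, Peg3, Snrpn, Peg12, Plagl1, Zrsr1, Dlk1, Slc38a4 and Impact, which the MEFs express from the paternal copy, and H19, Grb10, Meg3 and Igf2r, which they express from the maternal copy. In MEFs, the allele that is silent gave under 10% of the allelic reads for 17 of 17 genes, with the highest mean share at Dlk1 (6.84%). All 17 genes lay above a log2 value of 1 in every KSR-iPSC library. The lowest was Peg12 in F KSR4 replicate 2, at 1.18, followed by Dlk1 in M KSR5 replicate 1, at 1.25, and Plagl1 in M KSR5 replicate 1, at 1.28. Each gene also had an allelic RPM over 5 in at least 2 of the 3 libraries of every KSR-iPSC line, when maternal and paternal values were added. Recovered as whole reads, the counts behind a share were as low as 2 allelic reads (Dlk1 in M KSR5 replicate 1), and at Sgce they ranged from 15 to 106 in the KSR-iPSC libraries. Total expression of these genes changed as well, with 7 higher and 8 lower in KSR-iPSCs than in MEFs at an adjusted p under 0.05 from limma (7 and 9 when adjusted over the list alone). The study chose the genes on these samples, so the list is not independent evidence of a direction.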

From a list of known murine imprinted genes^30^ with stable imprinting in BL6 x CAST reciprocal crosses, we shortlisted 17 imprinted genes (13 paternally and 4 maternally expressed) transcribed from a single allele in MEFs (ratio: > 90%:10%), expressed in all iPSC replicates (Log2 RPKM > 1) and with sufficient allelic resolution (normalised cumulative SNP-specific read counts > 5) in at least two of the three replicates (Fig. 3A; Supplementary Data 3). Consistent with the widespread hypomethylation defects in KSR-iPSCs and TX 2i ESCs (Fig. 2A, B; Supplementary Fig. 2B), we no longer found the expected parental allele-specific expression for the vast majority of imprinted genes (Fig. 3A). 

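The allele that is silent in MEFs gave 10% or more of the allelic reads in 67 of the 68 combinations of the 17 imprinted genes with the 4 KSR-iPSC lines, and in 17 of 17 genes in TX 2i ESCs. The exception was Snrpn in M KSR3. Snrpn and Mest in M KSR5 passed 10% as means of 3 libraries (10.7% and 11.1%) through replicate 3 alone. In replicates 1 and 2 both genes lay under 10%. In 34 of the 68 that allele gave between 10% and 50% of the reads and in 33 more than 50%, with a median of 49.3%. The median in MEFs was 0.0401%. By line, the silent allele gave more than 50% in 10 genes in F KSR2, 7 in F KSR4, 9 in M KSR3, 7 in M KSR5 and 8 in TX 2i ESCs, with medians of 53.7%, 44.2%, 50.5%, 46.9% and 49.5%. Leaving out the 3 genes on chromosome 6, the counts under 10%, from 10% to 50% and over 50% were 1, 25 and 30 of 56 over the KSR-iPSC lines. In 5 of the 68 the gene lay on a chromosome whose own maternal share departed by 5 percentage points or more from that of the MEFs in that line, and all 5 were over 50%. They were Sgce, Peg10 and Mest in F KSR2, Zdbf2 in M KSR3 (chromosome 1 at 68.0%) and Slc38a4 in M KSR5 (55.8%, chromosome 15 at 62.1%). Zrsr1 and Grb10 in M KSR3 lie on chromosome 11 before 60 Mb, where the maternal share was 52.6%, and are not among the 5. Without the 5 the counts were 1, 34 and 28 of 63. Zdbf2, on chromosome 1 from 63273265 to 63314576, had a maternal share of 0% in MEFs, where 0 of 119 reads over the 3 libraries allow up to 3.05% (exact Clopper-Pearson 95% interval), 49.1% ± 3.46 in F KSR2, 47.2% ± 3.40 in F KSR4, 65.9% ± 1.02 in M KSR3, 47.9% ± 1.09 in M KSR5 and 49.5% ± 0.715 in TX 2i ESCs (SD, n = 3 each). Mest, on chromosome 6 from 30723547 to 30748455, kept most of its paternal bias in M KSR5, with a maternal share of 3.41% and 4.19% in replicates 1 and 2 and 25.8% in replicate 3. The paper sets this loss beside the loss of methylation at the imprinting control regions (Fig. 2A, B) and states that the parental bias of most imprinted genes was no longer found.

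**Figure D2:**
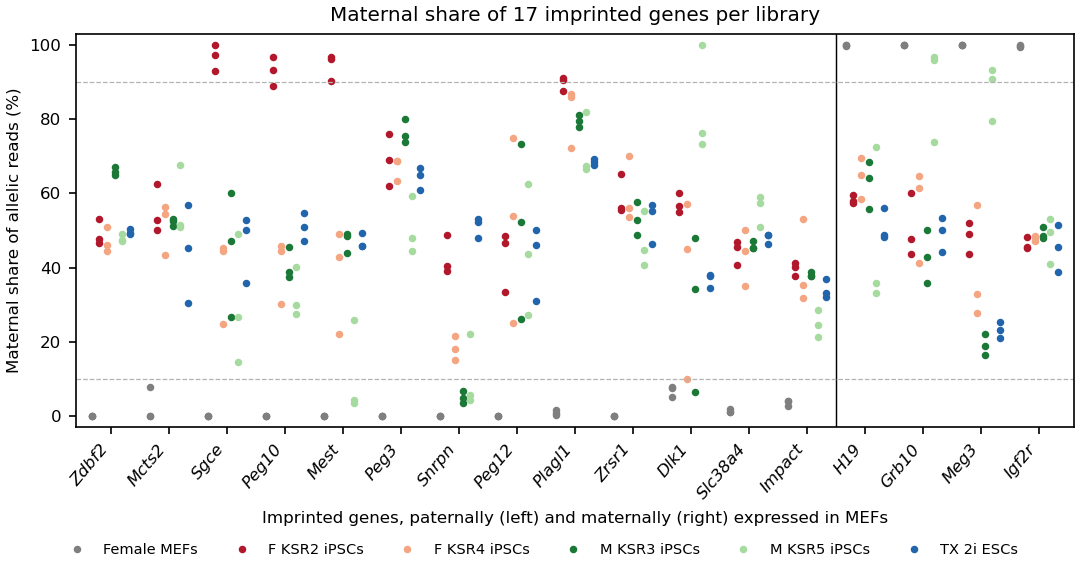
Maternal share of the allelic reads, in percent, of the 17 imprinted genes in each library, by group. In MEFs the shares lie near 0% or 100%, and in KSR-iPSCs and TX 2i ESCs most lie between.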

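Meg3, Peg3 and Plagl1 gave more reads from the allele that is silent in MEFs than from the other in several lines. Plagl1, a zinc finger gene that the MEFs expressed from the paternal copy (maternal share 0.823%), had a maternal share of 89.7% ± 1.93 in F KSR2, 81.7% ± 8.26 in F KSR4, 79.4% ± 1.62 in M KSR3, 71.9% ± 8.58 in M KSR5 and 68.4% ± 0.839 in TX 2i ESCs (SD, n = 3 each). It rested on 11 and 21 allelic reads in M KSR5 replicates 1 and 2. Peg3, on chromosome 7 from 6703892 to 6730421 and paternally expressed in MEFs, had a maternal share of 68.9% ± 7.01 in F KSR2, 67.0% ± 3.10 in F KSR4, 76.4% ± 3.22 in M KSR3 and 64.3% ± 3.02 in TX 2i ESCs, but 50.6% ± 7.73 in M KSR5, within its spread of 50%. Meg3, a long noncoding RNA on chromosome 12 from 109541001 to 109571726, was maternally expressed in MEFs and had a maternal share of 16.5% to 22.1% in the libraries of M KSR3 and of 23.1% ± 2.26 in TX 2i ESCs. In F KSR2 (48.3% ± 4.18) and F KSR4 (39.2% ± 15.4) it lay within its spread of 50%, and in M KSR5 it stayed maternal (87.9% ± 7.33). With 3 libraries per group, an exact permutation test between 2 groups cannot go below p = 0.100, so none is given.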

Most imprinted genes became biallelically expressed with three genes (e.g., *Meg3, Peg3* and *Plagl1*) even showing bias towards expressing the originally silenced allele. 

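In F KSR2, the whole of chromosome 6 was expressed almost only from the maternal copy, and Sgce, Peg10 and Mest followed it. The maternal share of chromosome 6 reads was 96.8% in F KSR2 (93.2% to 98.6% over its libraries) and 54.0% in MEFs, 52.0% in F KSR4, 52.7% in M KSR3, 52.0% in M KSR5 and 49.3% in TX 2i ESCs. In windows of 10 Mb it lay between 95.0% and 97.6% in F KSR2 over all 15 windows. Over 413 genes on the chromosome, maternal reads were higher in F KSR2 by a median of 1.09 log2 than in the 9 libraries of the other KSR-iPSC lines, paternal reads fell by 4.23 and all reads differed by 0.13. Sgce, a sarcoglycan gene on chromosome 6 from 4674350 to 4747204, had a maternal share of 96.7% ± 3.56 (SD, n = 3, from 15 to 85 reads per library), and the neighbouring Peg10, from 4747306 to 4760517, of 93.0% ± 3.93 (SD, n = 3). Mest had 94.4% ± 3.68 (SD, n = 3). In the other KSR-iPSC lines the maternal share was 30.1% to 44.6% for Sgce, 32.5% to 40.6% for Peg10 and 11.1% to 47.1% for Mest. Copg2 and Ppp1r9a, also on chromosome 6 and listed as imprinted, had maternal shares of 94.9% and 96.3% in F KSR2. Reads on chromosome 6 made up 4.73% ± 0.166 (SD, n = 3) of all reads in genes in F KSR2 and 4.29% ± 0.221 (SD, n = 9) in the other KSR-iPSC libraries (exact permutation test, two-sided, p = 0.00909, where the smallest possible is 0.00455). By line they were 4.24% in F KSR4, 4.13% in M KSR3 and 4.49% in M KSR5, and they were 4.64% in TX 2i ESCs and 5.36% in MEFs. Without F KSR2 replicate 3, the difference of 0.448 percentage points was 0.354 (p = 0.0545, exact permutation test). The libraries of F KSR2 share a clone, so neither p measures the spread between lines.

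**Figure D3:**
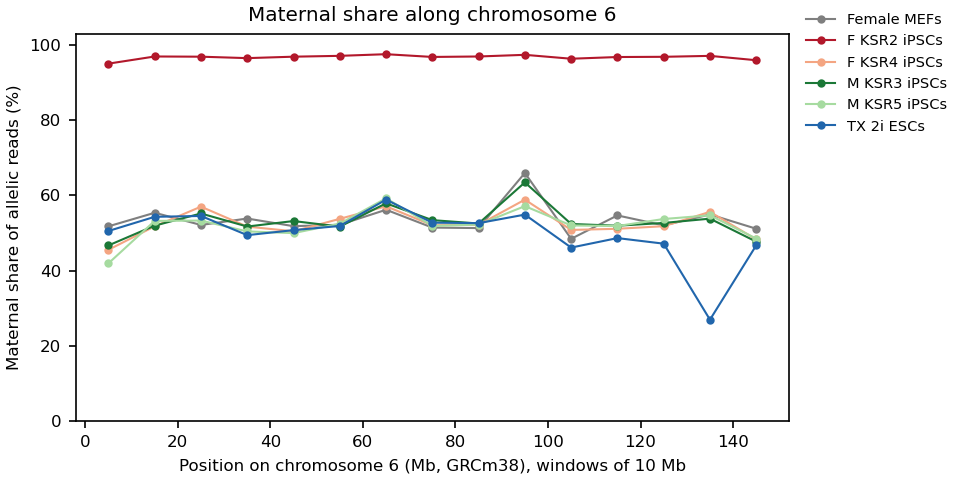
Maternal share of allelic reads, in percent, in windows of 10 Mb along chromosome 6 of GRCm38 for the 6 groups. F KSR2 lies between 95.0% and 97.6% in every window, and the other groups lie near 50% in most windows, with TX 2i ESCs at 26.9% from 130 to 140 Mb.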

In the F KSR2 iPSC line, the apparent switch of parental allele expression in the *Sgce*, *Peg10* and *Mest* genes (Fig. 3A) was later confirmed to be caused by maternal uniparental disomy of chromosome 6 by allelic-specific RNA-seq counts (Supplementary Fig. 3A-C).

**Fig. 3:**
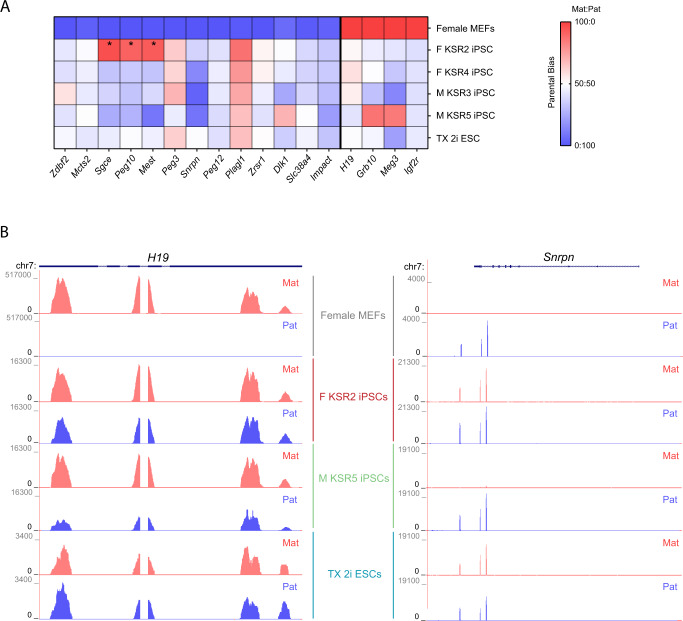
Dysregulation of imprinted expression in KSR-iPSCs. **A** Heatmap representing the mean parental allele-specific expression biases of imprinted genes in the biological triplicates of female MEFs, female (F KSR2 and F KSR4) and male (M KSR3 and M KSR5) iPSCs and TX 2i ESCs. Asterisks signal genes exhibiting parental-specific expression biases induced by maternal uniparental disomy of chromosome 6 on F KSR2 iPSCs (see Supplementary Fig. 3A). Source data are provided as Supplementary Data 3. **B** Genome browser plots showing allele-specific reads in the *H19* and *Snrpn* genes in female MEFs, F KSR2 and M KSR5 iPSCs and TX 2i ESCs. Maternal (Mat) reads are shown in red and paternal (Pat) reads in blue. Note that due to SNP distribution not all parts of the transcript can be assessed in an allele-specific manner.

The loss of monoallelic expression can be exemplified for the maternally *H19* expressed gene in female and male KSR-iPSCs, as well as in TX 2i ESCs (Fig. 3B). 

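H19, a long noncoding RNA on chromosome 7 from 142575529 to 142578143, was expressed from the maternal copy in MEFs, with 42, 9 and 15 paternal reads among 18283, 20522 and 21105 allelic reads. Its maternal share was 58.2% ± 1.16 in F KSR2, 64.3% ± 5.49 in F KSR4, 62.7% ± 6.35 in M KSR3, 47.1% ± 22.1 in M KSR5 and 51.0% ± 4.43 in TX 2i ESCs (SD, n = 3 each). The libraries of M KSR5 lay apart, at 35.7% (exact Clopper-Pearson 95% interval 31.9% to 39.7%), 33.0% (29.0% to 37.2%) and 72.5% (69.2% to 75.6%) in replicates 1, 2 and 3. Replicate 3 is also the library of this line in which fibroblast genes were higher in 29 of 30 (median log2 level 3.59, against 0.63 and 1.16), and MEFs express H19 from the maternal copy. Whether the fibroblast genes and the H19 share are linked was not tested. In the same replicate the maternal shares of Snrpn (22.1%) and Mest lay above those of replicates 1 and 2. They lay further from the shares in MEFs (0% and 0.0401%). The paper plated picked colonies on feeder cells, whose strain its Methods do not give. The MEFs here come from the BL6 and CAST cross, so this comparison does not cover reads from feeder cells of another genotype. The H19 shares rest on 86 to 1098 allelic reads per library. The level of H19 was lower as well, with a log2 value of 12.62 in MEFs and 5.13 to 7.68 as the mean of each pluripotent line.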

We also found that loss of monoallelic expression was dependent on the degree of the hypomethylation defect. For example, in the PWS/AS cluster, the paternally expressed *Snrpn* gene becomes biallelic in F KSR2 iPSCs and TX 2i ESCs due to loss of maternal ICR methylation, but remains monoallelically expressed in the non-affected M KSR5 iPSCs (Fig. 2A and 3B). 

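Snrpn, which encodes a splicing protein and lies on chromosome 7 from 59982495 to 60140219, was expressed from the paternal copy in MEFs, with 0 maternal reads among 44 to 47 allelic reads per library. The maternal share was 42.8% ± 5.17 in F KSR2 and 51.1% ± 2.69 in TX 2i ESCs (SD, n = 3 each), so that both alleles were read in all 6 libraries. It was 18.2% ± 3.30 in F KSR4, 4.97% ± 1.60 in M KSR3 and 10.7% ± 9.90 in M KSR5 (SD, n = 3 each). In M KSR5 the libraries gave 5.65% (exact Clopper-Pearson 95% interval 3.04% to 9.47%, 13 of 230 reads), 4.36% (2.27% to 7.50%, 12 of 275 reads) and 22.1% (17.6% to 27.1%, 69 of 312 reads) in replicates 1, 2 and 3, so the mean of this line rests on replicate 3.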

Alterations in allele-specific expression were broadly consistent with the methylation changes at ICRs (Fig. 2A, B; Fig. 3A, B; Supplementary Data 2), revealing that both female and male KSR-iPSCs are incapable of maintaining their imprinted expression.

### Imprinting defects in FBS-iPSCs are sex-specific

Given our findings of major hypomethylation defects at ICRs in KSR-iPSCs, we next asked whether switching to different culture conditions would change this phenotype. We applied the same reprogramming paradigm but using the classical ESC medium conditions based on Foetal Bovine Serum (FBS) (Fig. 4A). We successfully generated 5 female and 5 male FBS-derived iPSCs (FBS-iPSCs) that exhibited normal ESC-like morphology, expressed pluripotent stem cell markers, were able to differentiate into the three germ layers and presented a normal karyotype (Supplementary Fig. 4A–C). An exception to that was the F FBS1 line that lost one chromosome. This is likely to be the X chromosome, commonly absent in female murine ESCs/iPSCs^54,55^, as X-linked gene expression in F FBS1 iPSCs did not differ from male iPSCs and was half that found in other female KSR- and FBS-iPSCs (Supplementary Fig. 4D).

**Fig. 4:**
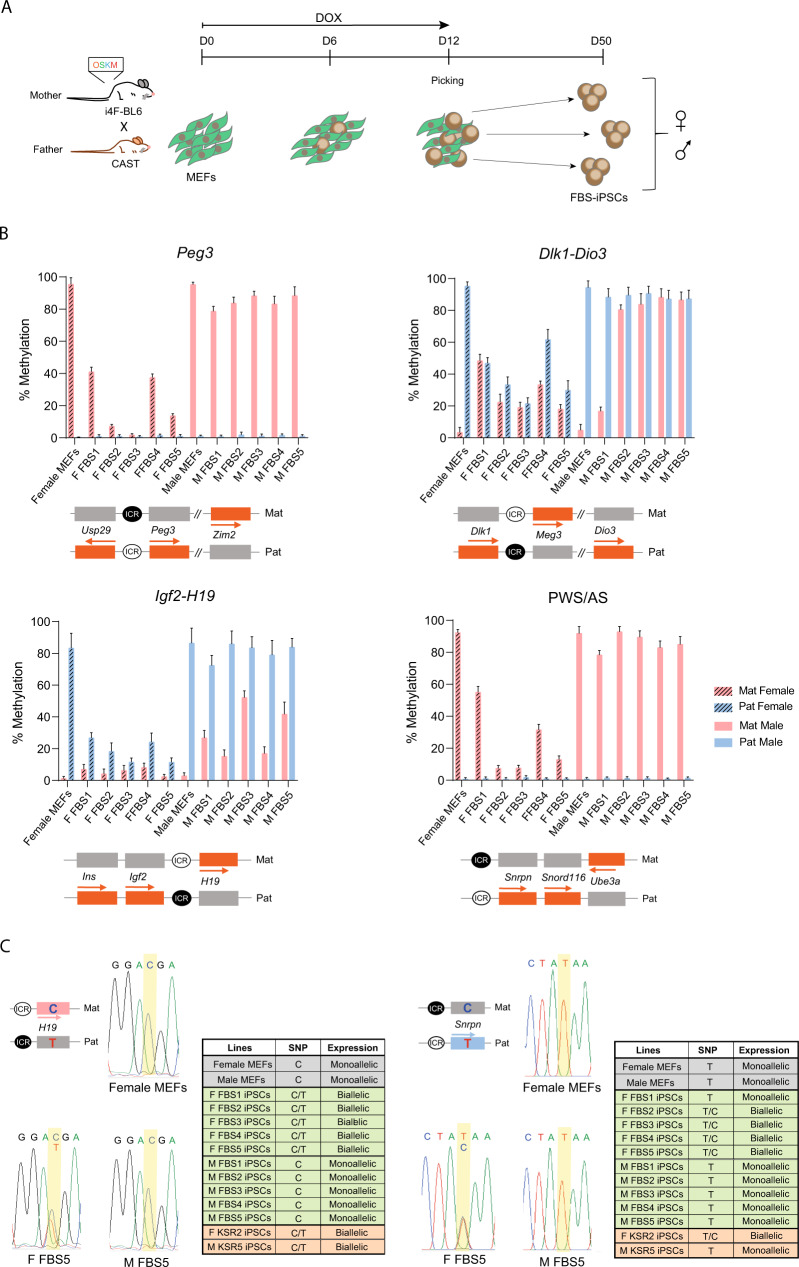
Imprinting methylation defects in FBS-iPSCs. **A** Schematic representation of the reprogramming protocol; briefly, a transgenic “*reprogrammable*” female mouse on a C57BL/6J genetic background (i4F-BL6) was crossed with a *Mus musculus castaneus* (CAST) male mouse to generate E13.5 F1 hybrid embryos from which mouse embryonic fibroblasts (MEFs) were collected. MEFs were reprogrammed by induction of the polycistronic Yamanaka cassette (*Oct4*/*Sox2*/*Klf4*/*c-Myc* - OSKM) in the presence of doxycycline (DOX) for 12 days. Individual mouse induced pluripotent stem cells reprogrammed in Foetal Bovine Serum medium (FBS-iPSCs) clones were picked at day 12 and expanded until approximately day 50. **B** Methylation analysis of *Peg3*, *Dlk1-Dio3*, *Igf2-H19* and PWS/AS ICRs in male and female MEFs (note: same data as in Fig. 2A for MEFs), female (F FBS1-5) and male (M FBS1-5) FBS-iPSCs; Each graph represents the mean percentage ± SD methylation levels measured at each CpG within different genomic regions per parental allele for each sample (number of CpG per locus - *Peg3*: *n* = 24; *Dlk1-Dio3*: *n* = 27; *Igf2-H19*: *n* = 16; PWS/AS: *n* = 15); Scheme on the bottom of each graph represents the normal methylation status of each ICR in the correspondent regions (white circle – unmethylated ICR; black circle – methylated ICR; Mat – maternal allele; Pat – paternal allele; orange rectangles – expressed genes; grey rectangles – silenced genes; regions are not drawn to scale. Source data are provided as Supplementary Data 2. **C** Allelic expression of *H19* and *Snrpn* genes assayed by RT-PCR followed by Sanger sequencing. Chromatograms are shown for female MEFs, F FBS5 and M FBS5 iPSCs; Table summarises the allele-specific expression for all the FBS-iPSCs as well as female and male MEFs, F KSR2 and M KSR3 iPSCs. Schemes on the left of the female MEFs chromatograms represent the normal imprinting profile of both *H19* and *Snrpn* and the associated single nucleotide polymorphism (SNP) for each allele (white circle – unmethylated ICR; black circle – methylated ICR; Mat – maternal allele; Pat – paternal allele; pink rectangle – maternally *H19* expressed gene; blue rectangle – paternally *Snrpn* expressed gene; grey rectangles – silenced genes; regions are not drawn to scale).

Allele-specific IMPLICON was then performed for the same 13 imprinted regions and methylated/unmethylated controls. No allelic differences were observed for both the unmethylated (*Sox2* and *Klf4*) and methylated (*Prickle1*) control regions (Supplementary Data 2). Female FBS-iPSCs exhibited lower levels of methylation in both alleles for *Prickle1* as previously seen in female KSR-iPSCs (Supplementary Fig. 2A; Supplementary Data 2). Strikingly, we found different imprinting outcomes in female versus male FBS-iPSCs. Similar to KSR-iPSCs (Fig. 2A, B), female FBS-iPSCs showed a strong tendency to demethylate the methylated ICRs (Fig. 4B; Supplementary Fig. 4E, F; Supplementary Data 2), resulting in biallelic expression of imprinted genes, as illustrated for the *H19* and *Snrpn* genes (Fig. 4C). The XO F FBS1, as well as F FBS4, did not escape to a generalised hypomethylated phenotype, but a milder effect was seen in a few loci (Fig. 4B; Supplementary Data 2). The unmethylated ICRs in female iPSCs were untouched, but a mild increase at the *Dlk1-Dio3* cluster was consistently seen in a few female FBS-iPSCs (Fig. 4B; Supplementary Fig. 4E; Supplementary Fig. 5A; Supplementary Data 2). However, this does not seem to improve the abnormal biallelic expression of *Meg3* gene seen for female KSR- and FBS-iPSCs (Supplementary Fig. 5A). In contrast to female, male FBS-iPSCs preserved the typical imprinting methylation status for 11 of the 13 imprinted regions (respectively, > ~70% and < ~15% of methylation levels at the methylated and unmethylated ICRs) and showing correct monoallelic expression of imprinted genes (Supplementary Fig. 4E; Fig. 4C). Only the two paternally methylated regions (*Dlk1-Dio3* and *Igf2-H19*) analysed exhibit signs of hypermethylation of the unmethylated ICR (Fig. 4B; Supplementary Fig. 4E). The *Igf2-H19* cluster shows a tendency to gain methylation at the unmethylated allele (Fig. 4B; Supplementary Fig. 4E, F), however, this does not seem to perturb the monoallelic expression of *H19* (Fig. 4C). A stronger gain of methylation was seen in the *Dlk1-Dio3* region, where 4 out of 5 iPSC clones showed equivalent high methylation levels in both parental alleles (Fig. 4B). While M FBS1 iPSCs, with normal methylation at the *Dlk1-Dio3* ICR showed monoallelic *Meg3* expression, the hypermethylated M FBS5 line showed lack of *Meg3* expression (Supplementary Fig. 5A). Considering both female and male KSR- and FBS-iPSCs, we observed that the *Dlk1-Dio3* cluster was the most labile locus among the 13 imprinted loci investigated in this study (Fig. 5A) with diverse methylation outcomes affecting the allelic preference and levels of the *Meg3* gene located downstream of the *Dlk1-Dio3* ICR (Supplementary Fig. 5A,B; Supplementary Data 2). We also found that *Meg3* levels were consistently higher in KSR versus FBS medium, but correlated negatively with the DNA methylation level at *Dlk1-Dio3* ICR (Supplementary Fig. 5B). These results are important given the role attributed to this locus for the developmental potential of both mouse and human pluripotent stem cells^24,37,56^.

**Fig. 5:**
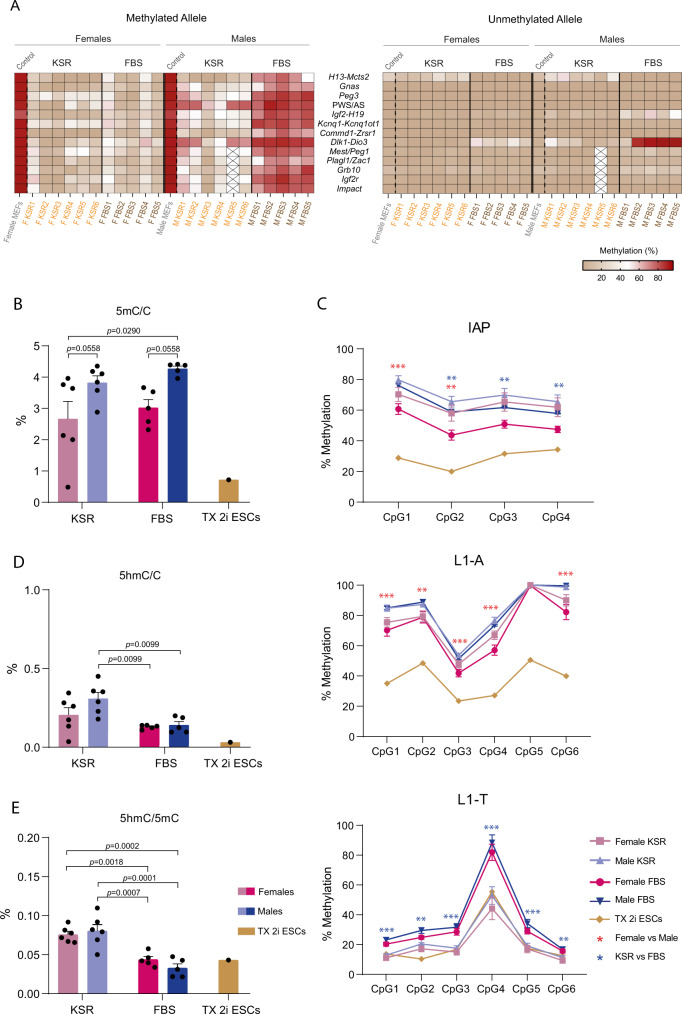
Imprinting defects and global methylation changes in female and male KSR-/FBS-derived iPSCs. **A** Heatmap representing the percentage of DNA methylation at the methylated (left) and unmethylated (right) alleles of ICRs for female and male MEFs (control) as well as female and male KSR- and FBS-iPSCs; ICRs are shown in rows and samples in columns; boxes with a cross indicate that *Mest/Peg1*, *Plagl1/Zac1*, *Grb10*, *Igf2r* and *Impact* imprinted regions were not assessed for M KSR5 iPSC line. Source data are provided as Supplementary Data 2. **B** Global 5mC levels measured by Liquid Chromatography with tandem mass spectrometry (LC-MS/MS). Graph represents the average percentage ± SEM of 5mC per total cytosines in female and male KSR- and FBS-iPSCs (*n* = 6 and *n* = 5 biologically independent cell lines, respectively), as well as in TX 2i ESCs (*n* = 1); The *p*-values (*p*) comparing female and male KSR- and FBS-iPSCs are indicated on the top of the bars (two-way ANOVA followed by multiple comparisons corrected by the original FDR method of Benjamini and Hochberg). Source data are provided as a Source Data file. **C** Percentage CpG methylation measured by bisulfite pyrosequencing for IAP, L1-A and L1-T repetitive elements. Graph represents the average methylation percentages ± SEM at each CpG sampled per repetitive element in female and male KSR-iPSCs (*n* = 4 and *n* = 5 biological independent cell lines, respectively) and female and male FBS-iPSCs (*n* = 5 biological independent cell lines each) as well as methylation percentages in TX 2i ESCs (*n* = 1). Statistically significant differences are indicated as ** *p* < 0.01; *** *p* < 0.001 (two-way ANOVA followed by Turkey’s multiple comparisons test) with red asterisks meaning statistically significant differences between sex (female vs male) and blue meaning statistically significant differences between medium formulation (KSR vs FBS). Source data are provided as a Source Data file. **D** Global 5hmC levels measured by LC-MS. Graph represents the average percentage ± SEM of 5hmC per total cytosines in female and male KSR- and FBS-iPSCs (*n* = 6 and *n* = 5, biologically independent cell lines each, respectively), as well as in TX 2i ESCs (*n* = 1); The *p*-values (*p*) comparing female and male KSR- and FBS-iPSCs are indicated on the top of the bars (two-way ANOVA followed by multiple comparisons corrected by the original FDR method of Benjamini and Hochberg). Source data are provided as a Source Data file. **E** Ratio of 5hmC/5mC levels measured by LC-MS. Graph represents the average percentage ± SEM of 5hmC per total 5mC in female and male KSR- and FBS-iPSCs (*n* = 6 and *n* = 5, biologically independent cell lines each, respectively), as well as in TX 2i ESCs (*n* = 1); The *p*-values (*p*) comparing female and male KSR- and FBS-iPSCs are indicated on the top of the bars (two-way ANOVA followed by multiple comparisons corrected by the original FDR method of Benjamini and Hochberg). Source data are provided as a Source Data file.

In summary, our results revealed marked differences in imprinting fidelity between female and male iPSCs reprogrammed under standard serum conditions. We could detect sex-specific differences in the nature of imprinting defects with hypomethylation linked to female, and hypermethylation defects at specific loci linked to male FBS-iPSCs.

### Sex and medium formulation impact on global 5mC/5hmC levels

To understand the causes of these different imprinting abnormalities found by IMPLICON (Fig. 5A), we then evaluated whether global DNA methylation differs between female and male KSR- and FBS-iPSCs. First, we monitored the global 5-methylcytosine (5mC) levels by Liquid Chromatography with tandem mass spectrometry (LC-MS/MS) in female and male KSR- and FBS-iPSCs and TX 2i ESCs. LC-MS measurements revealed that female iPSCs showed a marginal tendency for lower 5mC levels when compared to male iPSCs irrespective of the medium conditions (Fig. 5B). These are consistent with previous findings showing that female mouse ESCs/iPSCs have lower global 5mC levels^54,55,57^. On the other hand, the modest shift towards increased 5mC levels from KSR to FBS conditions for both female and male iPSCs was not found to be statistically significant (Fig. 5B). As expected, both female and male KSR- and FBS-iPSCs have considerably higher 5mC levels than the female TX 2i ESCs (Fig. 5B), consistent with minimal methylation levels associated with 2i medium conditions^50,51^. Therefore, our iPSCs showed relatively mild changes in overall DNA methylation and yet have marked imprinting defects.

To complement this analysis, we investigated the methylation levels at abundant retrotransposon elements in the genome, known to be highly methylated in ESCs in serum conditions^58^. We studied the intracisternal A particle (IAP), the most abundant Long Terminal Repeat (LTR) from the class II of endogenous retroviruses (ERVs)^59^ as well as, two subfamilies of young Long Interspersed Nuclear Element 1 (LINE1), LINE1-A (L1-A) and LINE1-T (L1-T), which comprise the most frequent class of non-LTR elements in the mouse genome^60^. By performing quantitative bisulfite-pyrosequencing at these retrotransposon elements^58^, we showed that each class of retroelements behaved differently according to the sex or medium formulation (Fig. 5C). IAPs suffered a decrease of DNA methylation in female iPSCs, which was potentiated, surprisingly, by FBS medium. L1-A methylation levels were also decreased in female KSR and FBS-iPSCs (Fig. 5C). These fluctuations in DNA methylation were modest compared to the severe demethylation seen for the TX 2i ESCs (Fig. 5C) as expected^58^. Interestingly, L1-T levels clearly dropped in both female and male KSR-iPSCs, reaching similarly low methylation levels to TX 2i ESCs (Fig. 5C). In summary, while a modest decrease in the level of 5mC and in methylation of IAPs and L1-A elements could be discerned for female iPSCs (Fig. 5B, C), a strong effect of KSR medium in demethylating L1-T retrotransposons was detected (Fig. 5C). In conclusion, with the exception of L1-T retrotransposons, ICRs are among the most affected regions upon reprogramming with more pronounced effects on DNA methylation than the ones observed at repetitive elements.

To understand the reasons behind global changes in DNA methylation and at imprinted regions in female versus male KSR- and FBS-iPSCs, we analysed expression levels of genes involved in DNA methylation and their co-factors (*Dnmt3a*, *Dnmt3b*, *Dnmt3l*, *Dnmt1* and *Uhrf1*), demethylation (*Tet1*, *Tet2* and *Tet3*) and imprinting protection (*Zfp57*, *Trim28* and *Dppa3*). No differences were detected between female and male iPSCs, suggesting that methylation variations at ICRs and globally between sexes are not caused by expression changes in the core DNA methylation/demethylation machinery or imprinting protecting factors (Supplementary Fig. 6). In contrast, medium formulations had an impact on the expression of these genes: increased levels of *Tet1*, *Tet2* and *Dnmt3a* in KSR medium and *Dnmt3l* and *Uhrf1* in FBS medium (Supplementary Fig. 6). The increase of *Dnmt3a* levels in KSR medium could be offset by decreased levels of its co-factor *Dnmt3L*^61^, which could explain why KSR medium does not cause increased DNA methylation. On the other hand, increased levels of the *Tet1* and *Tet2* dioxygenase enzymes in KSR medium could impact by converting 5mC to 5-hydroxymethylcytosine (5hmC). Interestingly, KSR-iPSCs had higher 5hmC levels than FBS-iPSCs, an effect especially evident for male KSR-iPSCs (Fig. 5D). This effect becomes clearer for both female and male iPSCs when the 5hmC/5mC ratio is taken into consideration (Fig. 5E). This effect could be due to the increased levels of *Tet1* and *Tet2*, but also to the presence of VitC in the KSR formulation which is known to increase the conversion of 5mC to 5hmC by TET dioxygenase enzymes^39^. In conclusion, our analysis suggests that imprinting defects in female iPSCs seem not to depend on changes in the basic DNA methylation or imprinting protection pathways. In contrast, imprinting methylation in male iPSCs might be responsive to medium conditions through fluctuations in the expression and activity of TET dioxygenase enzymes according to the medium formulation.

### Imprinting errors in male FBS-iPSCs arise during reprogramming

Female iPSCs consistently exhibit hypomethylation defects irrespective of the medium formulation. In contrast, male iPSCs have distinct imprinting defects when reprogrammed and maintained in KSR versus FBS medium (Fig. 5A). To understand whether medium composition by itself has an impact on imprinting in male iPSCs, we decided to culture FBS-iPSCs (M FBS1 and M FBS5) in KSR conditions and KSR-iPSCs (M KSR5) in FBS conditions for up to 10 passages. FBS-to-KSR medium swap caused imprinting instability mostly due to hypomethylation, which was a feature of male KSR-iPSCs. These defects were relatively mild for the M FBS1 iPSC line, but stronger for the M FBS5 iPSC line, with a monoallelic-to-biallelic switch seen for *H19* in both lines and *Snrpn* only in the latter (Supplementary Fig. 7A; Supplementary Data 2). Abnormal hypermethylation was also seen in the maternal allele of the *Dlk1-Dio3* ICR in M FBS1 line, a tendency that was also observed in a few male KSR-iPSCs (Fig. 2A). Overall, these data suggest that imprinting methylation is not correctly maintained in cells cultured in KSR medium, which might explain the hypomethylation defects seen for male KSR-iPSCs. In the reciprocal experiment, KSR-to-FBS medium swap, the original methylation status and allelic expression patterns at imprinted regions were maintained in the M KSR5 iPSC line (Supplementary Fig. 7B; Supplementary Data 2). Allelic expression status of *H19* and *Snrpn* genes were also maintained after KSR-to-FBS swap in a second line, M KSR3 (Supplementary Fig. 7B). FBS medium, therefore, did not induce changes, neither in affected (e.g., *Igf2-H19*) nor in non-affected (e.g., PWS/AS) imprinted regions. This suggests that FBS medium does not lead to a progressive accumulation of defects during culture maintenance within the time-frame explored, nor attenuates or rescues existing defects.

Our data show that KSR-mediated hypomethylation defects at imprinted regions occur independently of the reprogramming process, while female and male iPSCs derived in FBS medium have opposing imprinting defects, hypomethylation in females and hypermethylation in males (Fig. 5A). Therefore, we next explored when these imprinting defects arise in female and male cells during FBS derivation. Reprogramming intermediates, negative for the fibroblast marker THY1 and positive for the stem cell marker SSEA1 (T−/S+), as well as non-reprogramming intermediates (T+/S−) were isolated at day 12 and day 24 by fluorescence-activated cell sorting (FACS)/cell harvesting (Fig. 6A; Supplementary Fig. 7C). As expected, reprogramming intermediates, but not T +/S- sorted cells, express the pluripotency genes, *Nanog* and *Esrrb*, from day 12 at similar level to the established iPSCs (d50 FBS-iPSCs) as shown in Supplementary Fig. 7D for female reprogramming. During reprogramming of female cells, somatic cells transit from a state where one X chromosome is active and another is inactive (XaXi) to a state where both X chromosomes are active (XaXa). To characterise this transition, we measured the RNA levels of *X-inactive-specific-transcript* (*XIST*), the master regulator of XCI, during female reprogramming. We observed a strong reduction of *XIST* levels in reprogramming intermediates at day 12 (Fig. 6B), indicating the existence of the first signs of X-chromosome reactivation. The levels of *XIST* continue to be very low at day 24 and become virtually absent by day 50 (Fig. 6B). This dynamics of *Xist* expression is comparable to previous studies^62,63^ and suggest that iPSCs might only be fully established after day 24 of reprogramming.

**Fig. 6:**
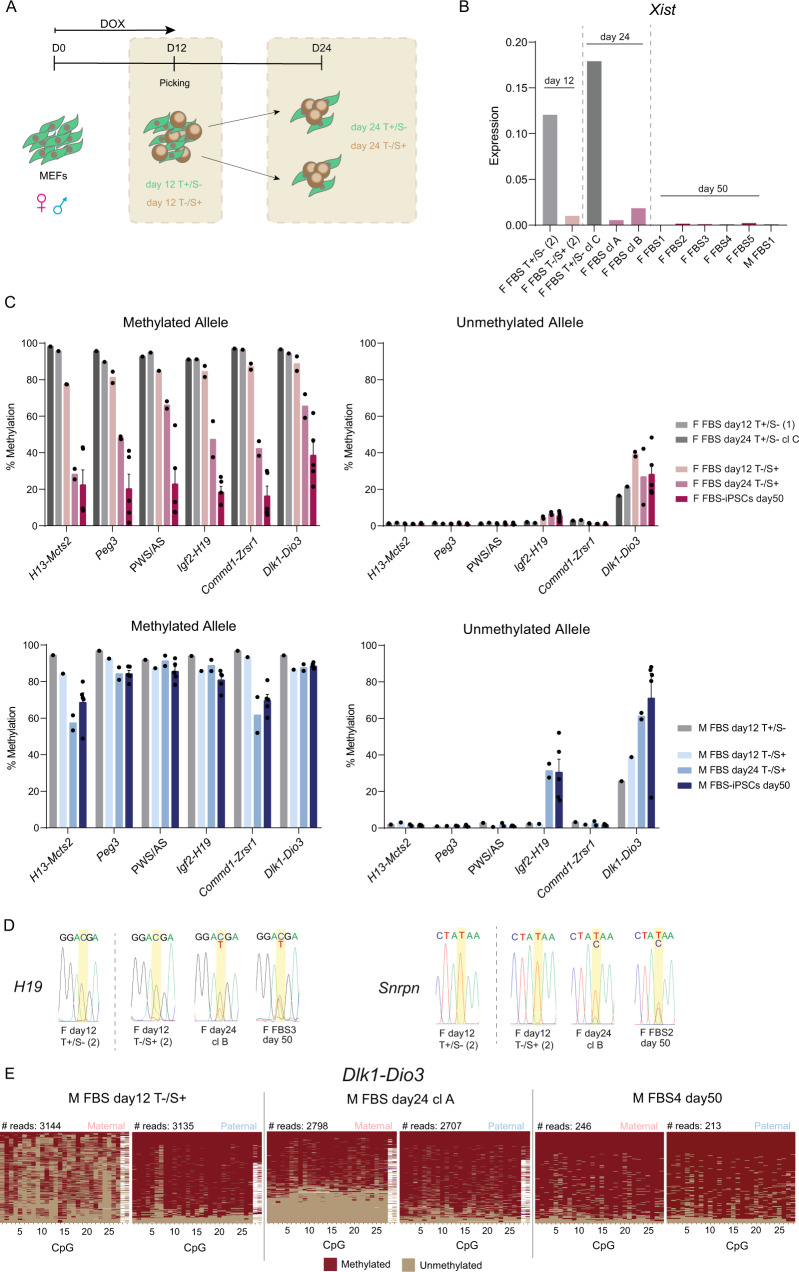
Emergence of imprinting defects in male and female FBS-iPSCs during reprogramming. **A** Schematic representation of the time-points for collection of reprogramming intermediates; briefly, F1 hybrid mouse embryonic fibroblasts (MEFs) containing the Yamanaka cassette were reprogrammed in Foetal Bovine Serum medium (FBS) in the presence of doxycycline (DOX) for 12 days. THY1-/SSEA1+ (T−/S+) reprogramming intermediates and THY1+/SSEA1- (T+/S-) non-reprogramming intermediates were FACS sorted at day 12 and day 24. In the case of iPSC clones already free of MEFs at day 24, iPSCs were harvested with no need for cell sorting (see Methods). **B** RT-qPCR expression analysis of *Xist* expression normalised with the *Gapdh* housekeeping gene in female cells collected during reprogramming (day 12, 24 and 50); each bar represents data from only one biological replicate. T+/S- non-reprogramming intermediates; T−/S+ reprogramming intermediates. Source data are provided as a Source Data file. **C** Average percentage of methylation at methylated and unmethylated alleles of ICRs in female and male cells sorted/collected at day 12 (T+/S−, *n* = 1 for both biological sexes; female T−/S+ , *n* = 2; male T−/S+ , *n* = 1) and at day 24 (female T+/S-, *n* = 1; T−/S+ , *n* = 2 for both biological sexes), as well day 50 fully reprogrammed iPSCs (note: same data as in Supplementary Fig. 4E for FBS-iPSCs day 50, *n* = 5 for both biological sexes); Graph represents the mean ± SEM methylation levels measured at each CpG within different genomic regions per parental allele for each group of samples; Source data are provided as Supplementary Data 2. **D** Allelic expression levels of *H19* and *Snrpn* assayed by RT-PCR followed by Sanger sequencing during female reprogramming. Chromatograms of *H19* gene are shown for F day12 T+/S- (2), F day12 T−/S+ (2), F day24 cl B as well as for fully reprogrammed F FBS3 collected at day 50. Chromatograms for *Snrpn* gene are shown for F day12 T+/S- (2), F day12 T−/S+ (2), F day24 cl B as well as for F FBS2 collected at day 50. E. Plots display methylated and unmethylated CpGs for each CpG position (in columns) in all the individual reads (in rows) for both maternal and paternal alleles of *Dlk1-Dio3* imprinted locus in the reprogramming intermediates, M FBS day 12 T−/S+ and M FBS day 24 clone A, as well as in fully reprogrammed M FBS4 iPSCs collected at day 50.

Then, we monitored global 5mC and 5hmC levels during reprogramming by LC-MS/MS. Global levels of 5mC drop in both female and male day 12-reprogramming intermediates (Supplementary Fig. 7E). This drop is more significant for female cells, possibly due to a combined effect of reprogramming with X-chromosome reactivation, that has been previously linked to global hypomethylation^54,55^. Curiously, after DOX removal, the levels of 5mC initially increase (day 24), but then decrease in fully reprogrammed iPSCs (day 50) for both female and male cells. Importantly, 5mC levels in female cells were always lower than in male cells during reprogramming. A mirror image is observed for 5hmC levels, which show an increase at day 12 (particularly relevant in female reprogramming), decrease at day 24 and increase again at day 50 (Supplementary Fig. 7E). In conclusion, 5mC levels drop at the onset of reprogramming, when the Yamanaka cassette is active, which coincides with an increase in 5hmC levels. This suggests an active demethylation process that, at least in part, might involve TET enzymes. After the silencing of the Yamanaka cassette, 5mC levels go up only to decrease again as the endogenous stem cell program becomes fully operational.

We next monitored imprinting methylation for 6 imprinted regions (*Mcts2-H13*, *Peg3*, PWS/AS, *Igf2-H19*, *Commd1-Zrsr1*, and *Dlk1-Dio3*) and methylated (*Prickle1*) and unmethylated (*Sox2*) controls as well as relative allelic expression levels of *Snrpn* and *H19* genes using RT-PCR followed by Sanger sequencing. While *Sox2* remained unmethylated throughout reprogramming (Supplementary Data 2), *Prickle1* methylation levels closely mimic the global 5mC changes in both female and male cells (Supplementary Fig. 7F). In contrast, DNA methylation at imprinted clusters did not follow the global 5mC dynamics (Fig. 6C; Supplementary Fig. 7E). In female cells, no hypomethylation errors were observed in imprinted regions at day 12 (Fig. 6C), consistent with the strict monoallelic expression of *Snrpn* and *H19* (Fig. 6D). Hypomethylation defects were however visible at day 24, matching the first signs of derepression of the silent allele of these imprinted genes (Fig. 6C, D). Loss of methylation is further reduced at day 50 when *H19* and *Snrpn* become clearly biallelic (Fig. 6C, D; Fig. 4C). Therefore, loss of imprinting methylation in female iPSCs is uncoupled from the DOX-dependent phase of reprogramming and deviates from the global demethylation seen at this stage. Despite initial resistance to a global decrease in DNA methylation, imprinting methylation is not maintained and is passively lost with time in culture.

In male cells, the first signs of DNA hypermethylation at the *Dlk1-Dio3* locus can be seen as early as day 12 (Fig. 6C) and occur despite a reduction in 5mC and increase in 5hmC levels (Supplementary Fig. 7E). Thanks to the single-molecule resolution of IMPLICON, we could infer that the majority of day 12 reprogramming intermediates present hemi-methylated maternal ICRs, containing both unmethylated and methylated CpGs in the same amplicon. This is eventually resolved in fully methylated (and to a lesser extent fully unmethylated maternal ICRs) (Fig. 6E). Curiously, an increase of DNA methylation in the maternal allele of *Dlk1-Dio3* ICR at day 12 is also observed for non-reprogrammed T+/S− male cells as well as in female reprogramming (Fig. 6C). We postulate that this effect might be directly linked to the activation of the Yamanaka cassette in the first 12 days of reprogramming. Male FBS-iPSCs also show signs of mild hypermethylation at the *Igf2-H19* locus observed from day 24 onwards, without affecting monoallelic expression of *H19* (Fig. 6C; Supplementary Fig. 7G). All the other imprinted regions stay unaffected overall (respectively, > ~60% and < ~10% of methylation levels at the methylated and unmethylated ICRs) until day 50, despite the global changes in 5mC/5hmC during reprogramming (Fig. 6C; Supplementary Fig. 7E). In conclusion, hypermethylation defects in male cells seem to arise during reprogramming under FBS conditions. Adjustments to the protocol are needed to mitigate or correct these defects.

### Strategies to generate male iPSCs without imprinting defects

A key question is whether imprinting defects in iPSCs persist in their differentiated derivatives, as this could have major implications for their translational and clinical applications. To test this, we differentiated iPSCs with hypomethylation (F FBS5) and hypermethylation (M FBS5) defects into neural progenitor cells (NPCs) (Supplementary Fig. 8A). IMPLICON revealed the persistence of both hypo- and hypermethylation errors and abnormal expression of imprinted genes in the corresponding NPC lines (Supplementary Fig. 8B, C). In contrast, the *Prickle1* non-imprinted gene recovered the methylation levels seen in MEFs (Supplementary Fig. 8B). While different genomic regions adjust their methylation levels in response to environmental cues (reprogramming/stem cell maintenance/differentiation), abnormal changes in the epigenetic status of imprinted regions persevere, which can have long-lasting consequences, as previously shown^17,35^.

In contrast to female iPSCs and male KSR-iPSCs, imprinting errors in male FBS-iPSCs were induced by reprogramming. Thus, we decided to explore two strategies to correct these reprogramming-induced imprinting errors. Our first approach consisted in a medium formulation containing KSR and FBS in a 1:1 ratio, reasoning that hypomethylation defects induced by KSR could be offset by FBS, while the hypermethylation induced by FBS could be rescued by KSR. This approach fully rescued the hypermethylation defects of the unmethylated allele of *Igf2-H19* locus and substantially improved the ones on the *Dlk1-Dio3* region in 4 out of 6 KSR/FBS-iPSC lines (Fig. 7A). However, we could also detect additional hypomethylation defects at the methylated allele of several loci (*Mcts2-H13, Peg3, Igf2-H19* and *Commd1-Zrsr1*) (Fig. 7A), accompanied by biallelic expression of imprinted genes (Supplementary Fig. 9A). Despite some improvements, the KSR/FBS formulation still induces hypomethylation imprinting defects previously seen in KSR-iPSCs.

**Fig. 7:**
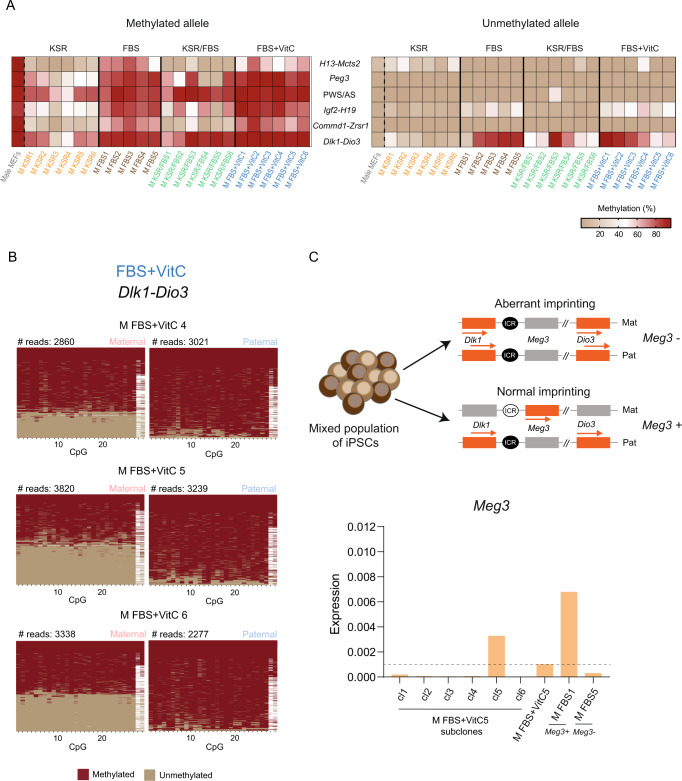
Imprinting fidelity in male KSR/FBS- and FBS + VitC-iPSCs. **A** Heatmap representing the percentage of DNA methylation at the methylated (left) and unmethylated (right) alleles of ICRs for male MEFs as well as male KSR- and FBS-iPSCs, KSR/FBS-iPSCs and FBS + VitC-iPSCs (note: same data as in Fig. 5A for male MEFs, KSR- and FBS-iPSCs). ICRs are shown in rows and samples in columns. Source data are provided as Supplementary Data 2. **B** Plots display methylated and unmethylated CpGs for each CpG position (in columns) in all the individual reads (in rows) for both maternal and paternal alleles of *Dlk1-Dio3* imprinted locus in M FBS+VitC4-6 iPSCs. **C** Expression analysis of *Meg3* gene in subclones of the FBS + VitC5 iPSCs. On top, the scheme represents M FBS+VitC5 iPSCs with a mixed population of cells with normal and abnormal imprinting as estimated by the results in Fig. 7B. The status of *Dlk1-Dio3* ICR with normal and abnormal (hypermethylation) imprinting are also displayed (white circle – unmethylated ICR; black circle – methylated ICR; Mat – maternal allele; Pat – paternal allele; orange rectangles – expressed genes; grey rectangles – silenced genes; regions are not drawn to scale). On the bottom, graph represents the RT-qPCR expression analysis of *Meg3* expression normalised with the *Gapdh* housekeeping gene in the subclones of M FBS+VitC5, original M FBS+VitC5 and M FBS1 (normal imprinting) and M FBS5 (hypermethylated phenotype); dashed line represents the *Meg3* expression level of the parental M FBS+VitC5 iPSC line; each bar represents data from only one biological replicate. Source data are provided as a Source Data file.

Our second approach consisted in adding VitC to the FBS medium. FBS+VitC formulation was previously shown to strongly improve the hypermethylation phenotype at the *Dlk1-Dio3* ICR^38^, but its impact on other imprinted regions has not been systematically investigated. Under our reprogramming conditions, we observed no imprinting errors in *Peg3*, PWS/AS and *Commd1-Zrsr1* loci, associated with correct *Snrpn* monoallelic expression (Fig. 7A; Supplementary Fig. 9A). We detected a mild decrease in DNA methylation of *H13-Mcts2* and mild hypermethylation of the *Igf2-H19* cluster, but this did not affect *H19* monoallelic expression pattern (Fig. 7A; Supplementary Fig. 9A). Overall, the results matched the ones obtained under FBS conditions, with VitC addition not impacting negatively in most loci. In the case of *Dlk1-Dio3*, we saw that addition of VitC partially corrected the hypermethylation defects in 3 out of 6 FBS+VitC-iPSCs (Fig. 7A). We further investigated these results at single-molecule resolution and observed that the maternal ICR exists in two forms: fully unmethylated or fully methylated (Fig. 7B). This indicates that these iPSC lines have a mixed population where some cells exhibit a normal imprinting pattern, while others exhibit a hypermethylated phenotype. In order to get iPSCs with normal *Dlk1-Dio3* imprinting, we isolated single-cell clones from M FBS+VitC5 and measured *Meg3* expression levels. We were able to isolate 1 subclone (cl5) expressing normal *Meg3* levels indicating that iPSCs with normal imprinting at the *Dlk1-Dio3* locus could be successfully obtained (Fig. 7C). Interestingly, this subclone also expresses *H19* levels comparable to the levels in M FBS2 which has normal imprinting at *Igf2-H19* locus (Fig. 4B; Fig. 7A; Supplementary Fig. 9B). Our results show that FBS+VitC medium formulation improved imprinting fidelity in mouse iPSCs. These data are strongly supporting the possibility of generating epigenetically faithful iPSCs, following further optimizations/adaptations of the current reprogramming protocols.

## Discussion

In this study, we thoroughly analysed the fidelity of genomic imprinting in mouse iPSCs. By using an established reprogramming system^40,41^ combined with an ultra-deep approach to screen imprinting methylation on murine hybrid cells, we explored the impact of the sex of the donor cell and reprogramming culture conditions on the epigenetic stability of imprinted loci. Our comprehensive analysis resulted in several important findings: (1) female sex is a strong predictor of hypomethylation imprinting errors in iPSCs; (2) KSR-based medium induces hypomethylation defects at many ICRs; (3) accumulation of imprinting errors is not a mere consequence of DNA methylation fluctuations during reprogramming; (4) classical FBS-based ESC medium conserves correct imprinting in many ICRs in male cells, but renders paternal methylated ICRs prone to gain methylation on the maternal allele during reprogramming; (5) KSR/FBS formulation recovers the hypermethylated phenotype to a great extent, but at the cost of hypomethylation defects at multiple imprinted loci; (6) Addition of VitC to FBS medium has a positive effect on *Dlk1-Dio3* locus without affecting imprinting at other loci. Our thorough analysis provides an explanation for the contrasting results from previous studies^24,27–29^, when sex of the donor cell (when available) and reprogramming culture conditions are considered (Supplementary Table 1). This knowledge is important to choose the best reprogramming strategies to create iPSCs devoid of imprinting abnormalities.

The allele-specific IMPLICON creates a final dataset reflecting the original methylated/unmethylated DNA molecules with nucleotide and allelic resolution^44^. This technique allowed us to investigate, for the first time, the heterogeneity of epigenetic states at imprinted regions within iPSC clonal lines. Indeed, we could show that partial hypomethylation defects for certain loci (e.g., *Kcnq1-Kcnq1ot1*, *Gnas*) were due to the existence of two major classes of DNA molecules, one with an intact ICR (with a methylated and an unmethylated allele) and another with complete erasure of the methylation marks at this element (both alleles unmethylated) (Supplementary Fig. 2C). This suggests that within an iPSC line, a subset of cells retained proper methylation status for a given locus, while the rest lost methylation. Our IMPLICON datasets were also fundamental to recover cells with normal imprinting at the *Dlk1-Dio3* and *Igf2-H19* loci in one FBS+VitC-iPSC line with heterogeneous epigenetic states (Fig. 7B, C; Supplementary Fig. 9B). Our data points out for intra-heterogeneity of imprinted defects at certain loci within clonal lines which was not previously appreciated.

Female sex is the major predictor of hypomethylation defects at imprinted loci in mouse iPSCs (Fig. 5A). This is, however uncoupled from the fluctuations of DNA methylation during reprogramming. Early in reprogramming, imprints are maintained and monoallelic expression of imprinted genes is unaffected, despite an accentuated decrease in global DNA methylation levels that is accompanied by a peak in 5hmC levels (Fig. 6C; Supplementary Fig. 7E). These trends in global 5mC/5hmC levels are also present more modestly during male reprogramming (Supplementary Fig. 7E) suggesting that this is a feature of the reprogramming process. This was well documented for 5mC levels^57^, but to our knowledge we are documenting the dynamics of 5hmC levels during reprogramming for the first time. Importantly, the methylation pattern of the non-imprinted gene *Prickle1*, follows these 5mC fluctuations, suggesting that imprinting defects are not just a reflection of overall DNA methylation dynamics (Supplementary Fig. 7F). This decrease in 5mC levels is exacerbated in female cells because these cells downregulate *Xist*, a sign of initiation of X-chromosome reactivation (Fig. 6B). The 5hmC peak in females (Supplementary Fig. 7E) suggests that active demethylation through TET enzymes is at play and presumably is enhanced due to X-chromosome reactivation, a link that has not been previously made. Hypomethylation at imprinted regions slowly arises at intermediate stages, leading to complete loss of methylation and biallelic expression of imprinted genes only in fully reprogrammed iPSCs (Fig. 6C; Fig. 6D). In this time-frame, 5mC levels initially go up, possible due to DOX withdrawal and inactivation of the Yamanaka cassette, and then go down presumably due to full activation of the endogenous pluripotent program that guarantees full repression of *Xist* gene (Supplementary Fig. 7E; Fig. 6B). Through all these stages DNA methylation levels in females remain lower than male cells (Supplementary Fig. 7E), leading to passive loss of imprinting. In this respect, they are not different from what was observed in female ESCs^54^. Higher dosage of X-linked genes due to the presence of two active Xchromosomes have been implicated in this phenotype. In particular, the X-linked *Dusp9* gene has been implicated in hypomethylation of female stem cells^64^, however, other X-linked genes might also be involved during reprogramming^65^. As X-chromosome reactivation is a hallmark of female iPSCs, strategies to protect imprints by manipulating gene expression from X-linked genes need to be envisioned. Alternatively, as epiblast stem cells (EpiSCs) retain an inactive X-chromosome, the generation of induced EpiSCs (iEpiSCs)^66^ might provide an alternative to produce female pluripotent stem cells devoid of imprinting defects. A thorough analysis on X-chromosome status during iEpiSC derivation will provide insights about the feasibility of this strategy.

KSR-based medium was also a driver of hypomethylation defects at ICRs, even in male iPSCs. Our FBS-to-KSR swap experiments revealed that culturing iPSCs in KSR medium for at least 10 passages induces hypomethylation defects (Supplementary Fig. 7A). Therefore, this serum-free formulation causes imprinting errors. In fact, this KSR effect was also found in the context of the KSR/FBS 1:1 formulation (Fig. 7A). Imprinting defects in KSR medium occur even though overall 5mC levels were largely untouched and common repetitive elements were still methylated (with the exception of L1-T element) (Fig. 5B, C). Hypomethylation at ICRs correlated with elevated *Tet1*/*Tet2* expression levels (Supplementary Fig. 6) and increase of 5hmC levels globally (Fig. 5D). The effect on 5hmC levels might also be enhanced by the presence of VitC in the KSR formulation^38^ that promotes the activity of TET dioxygenase enzymes and reduces DNA methylation levels^39^ as we discuss below.

Male FBS-iPSCs have mild and strong hypermethylation defects in the paternally methylated *Igf2-H19* and *Dlk1-Dio3* loci, respectively. Recently, it has been documented that the *Dlk1-Dio3* locus is more sensitive to hypermethylation defects on pluripotent stem cells of the BL6 mouse strain^67^, which is the genetic background of the maternal locus in our hybrid BL6/CAST iPSCs. Our results match the ones observed by other authors using a different hybrid cross, 129×1/SvJ × MSM/Ms, for both *Igf2-H19* and *Dlk1-Dio3* loci^29^, showing that these intergenic paternally methylated ICRs are particularly susceptible to reprogramming-induced errors in different genetic backgrounds. Imprinting defects are first detected at day 12 for the *Dlk1-Dio3* (Fig. 6C). Thanks to the single-molecule resolution of IMPLICON, we could see that the majority of male reprogramming cells have a variegated maternal ICR with both methylated and unmethylated CpGs (Fig. 6E). Strikingly, this hypermethylation at *Dlk1-Dio3* locus is also observed for female cells and non-reprogramming intermediates, suggesting a direct link with the activation of the Yamanaka cassette (12 days in our protocol), despite the global decrease in DNA methylation. Regarding *Igf2-H19* locus, the defects occur between day 12 and 24 and then are kept unaltered until day 50 in fully reprogrammed iPSCs. Hypermethylation defects in this locus are fully recovered with the KSR/FBS 1:1 formulation, which are also alleviated at the *Dlk1-Dio3* locus. However, the success of the KSR/FBS formulation was offset by undesirable hypomethylation defects in other regions, including *Igf2-H19* locus (Fig. 7A). Given that VitC in the KSR formulation impacts TET function and affects DNA methylation, our preferred reprogramming strategy relies on the addition of VitC to the FBS medium. We used a concentration of VitC similar to the one used previously^38^, who showed marked recovery of hypermethylation defects in the *Dlk1-Dio3* cluster. We avoided higher concentrations previously used to significantly increase 5hmC levels in stem cells^39^ to reduce the potential negative impact on other imprinted regions, given the outcome with the KSR and KSR/FBS formulations. Under our conditions, VitC did not have a negative impact in other imprinted regions and the mild hypermethylation phenotype at the *Igf2-H19* locus still persisted. Importantly, an improvement in the hypermethylation phenotype was observed in 3 out of 6 FBS+VitC-iPSCs (Fig. 7A). These iPSCs exhibit a mixed population of cells with normal and abnormal imprinting that were then separated by subcloning (Fig. 7C). Despite this improvement, our results at the *Dlk1-Dio3* locus were less impressive compared to the previous attempt^38^. Differences in the genetic background or other technical aspects (e.g., different FBS batches) might have contributed to these differences. Playing with higher concentrations of VitC is an avenue to explore in the future, bearing in mind that any improvement in hypermethylation defects at the *Dlk1-Dio3* or *Igf2-H19* could be offset by hypomethylation defects in other imprinted loci. In conjunction to VitC adjustments, alternative reprogramming setups could also be considered such as, the use of different stoichiometries of the 4 Yamanaka factors or even the exclusion of the *Oct4* from the Yamanaka cocktail which may have a positive impact on imprinting maintenance^36,68^.

Our study clearly shows frequent imprinting errors in iPSCs. These imprinting defects are known to cause developmental/metabolic phenotypes in mice and cause imprinting disorders in humans^30,69^. These phenotypes highlight a clear negative impact of using iPSCs for modelling imprinting disorders. But whether defective imprinting could majorly affect the downstream applications of iPSCs in disease modelling, drug toxicology, compounds screening or cell therapy remain a virgin ground to explore. Our pluripotency assay based on teratoma formation showed that iPSCs with either hypo- or hypermethylation defects (including at the *Dlk1-Dio3* region) could readily generate well-differentiated teratomas. Generation of chimeric mice or all-iPSC mice through blastocyst injections would provide a more refined way to address the developmental potential of distinct imprinting defects that result from the reprogramming of female and male iPSCs in different conditions and should be explored in the future in a controlled manner. In any case, based on the teratoma results, we would anticipate that imprinting dysregulation in iPSCs does not impede the major axes of lineage commitment. Imprinting defects might rather affect specific cellular functions or differentiation of defined cellular subtypes, as it has been observed for the role of imprinted gene *IGF2* in hematopoietic commitment^10^ or *MEG3* in neural differentiation^56^.

Although neglected as a hallmark of pluripotency^70^, imprinting fidelity was brought back to spotlight by the existence of multiple imprinting errors in cells derived from the first human trial of iPSC-based autologous transplantation^71^. Indeed, human iPSCs are also known to have frequent imprinting defects, notably at the *DLK1-DIO3* region^16,17,35^. Moreover, many human iPSCs have been derived using KSR as a component of the medium, which in mouse stem cells negatively impacts imprinting maintenance (Fig. 5A; Fig. 7A; Supplementary Fig. 7A). In any case, we should be cautious to directly translate mouse iPSC data to human cells due to the multiple differences in medium requirements and epigenetic states between mouse and human iPSCs. For instance, human female iPSCs do not undergo inactive X-chromosome reactivation during reprogramming^72^ and, thus, female sex may not have a major impact on imprinting defects during reprogramming of human iPSCs. Yet, many human female iPSCs/ESCs partially reactivate the inactive X upon prolonged in vitro culturing^25,26^ and the consequences of this on imprinting are unknown. All in all, our findings in murine iPSCs raise awareness about the importance of testing human iPSCs (or ESCs) for imprinting fidelity using methods such as IMPLICON which can also be used to assess human imprints^44^. Imprinting screening should be part of a quality control panel to assure safety for the use of human iPSCs for disease modelling approaches, and more importantly, for clinical applications.

## Methods

### Ethics

Animal care and experimental procedures (see MEFs generation and teratoma assay sections) involving mice were carried out in accordance with European Directive 2010/63/EU, transposed to the Portuguese legislation through DL 113/2013. The use of animals has been approved by the Animal Ethics Committee of IMM JLA and by the Portuguese competent authority – Direcção Geral de Alimentação e Veterinária – with licence numbers 015229/17 and 023357/19.

### Mice strains

The “*reprogrammable*” transgenic i4F-BL6 (*Mus musculus*, C57BL/6J, kind gift from Manuel Serrano, IRB, Barcelona)^40^, CAST (*Mus musculus castaneus*, CAST/EiJ, the Jackson Laboratory) and NSG mice (*Mus muslucus*, NOD.Cg- Prkdcscid Il2rgtm1Wjl/SzJ, the Jackson Laboratory^47^) colonies were maintained at the Instituto de Medicina Molecular João Lobo Antunes (iMM JLA) Rodent facility. The i4F-BL6 mouse colony was always maintained on the BL6 background during this study, except when crossed with CAST animals to obtain F1 embryos (see Generation and maintenance of F1 hybrid MEFs). Animals were housed in a maximum of five per cage in a temperature- and humidity-controlled room (24 °C, 45–65%) with a 14/12 hr light/dark cycle. Animals were fed diet *ad libitum*.

### Generation and maintenance of F1 hybrid MEFs

Crosses between 2 female 8-week-old i4F-BL6 and 2 male 12-week-old CAST were set up to generate F1 hybrid transgenic E13.5 mouse embryos. MEFs from 3 individual embryos (two males and one female) were collected as previously described^73^. Briefly, individual embryos are removed from the uterus and dissected in Phosphate-buffered saline (PBS) and Penicillin-Streptomycin (P/S; Cat# 15140-122, Gibco). Mashed tissue is initially incubated with 2% Trypsin-EDTA 1X (Cat# 25300-062, Gibco) at 37 °C. A Pasteur pipette is used to disperse the suspension of cells that were then incubated in Dulbecco’s modified Eagle’s medium (DMEM; Cat# 10569-010, Gibco) containing 10% FBS (Cat# 10270-106, Gibco), 2 mM GlutaMAX (Cat# 35050-061, Gibco) and 100 μg/ml P/S. MEFs were expanded and frozen at passage 2 (P2) prior to the reprogramming experiments. Genotyping for the inducible Yamanaka cassette and the *rtTA* gene in the *Rosa26* locus was performed using the primers in Supplementary Table 2.

### Reprogramming of MEFs

F1 hybrid MEFs at P2 were plated and expanded until reaching confluency of 40% per well in a gelatin-coated 6 well plate and cultured in KSR, FBS, KSR/FBS or FBS+VitC culture conditions (see below) with 1.5 µg/ml of DOX (Cat# D9891, Sigma-Aldrich). The medium was changed every 48 h. Individual iPSCs colonies were picked at day 12 after DOX induction using glass cloning cylinders (Sigma-Aldrich) and 0.05% Trypsin-EDTA 1X (Cat# 25300-054, ThermoFisher Scientific) and plated into a previously gelatin-coated 96-well plate on feeders without DOX. Each iPSC colony was then transferred subsequently into 24, 12 and 6-well plates and 25 cm^2^ culture flasks. Each iPSC was then continuously passed for 2–4 passages until reaching approximately day 50 after initiation of reprogramming. All cells and reprogramming experiments were performed in an incubator at 37 °C and 5% CO_2_ in normoxia conditions. The same batch of female and male MEFs derived from the single embryos of the same progeny were used to generate KSR-iPSCs and FBS-iPSCs. Another batch of male hybrid MEFs from another progeny were used to generate KSR/FBS-iPSCs and FBS+VitC-iPSCs.

### Stem cell culture conditions

KSR-iPSCs were cultured in high-glucose DMEM supplemented with 15% KSR (Cat# 10828-028, Gibco), LIF (1000 U/ ml; Cat# ESG1107, Millipore), 1% MEM non-essential amino acids (Cat# 11140-050, Gibco), 0.5% P/S (Cat# 15140-122, Gibco), 1% glutamax (Cat# 35050-061, Gibco) and 0.2% β-mercaptoethanol (Cat# 31350-010, Gibco). FBS-iPSCs and JM8.F6 ESCs^45^ (kind gift from Manuel Serrano, IRB, Barcelona) were cultured in standard serum medium conditions which contains high-glucose DMEM supplemented with FBS (15%; Cat# 16141-079, Gibco), LIF (1000 U/ ml), 0.5% P/S, 1% glutamax, and 0.2% β-mercaptoethanol. TX1072 (TX 2i) ESCs^46,74^ were cultured in the same medium conditions with the addition of the 2i chemical inhibitors: 3 μM of CHIR99021 (Cat# SML1046, Sigma) and 250 μM of PD0325901 (Cat# PZ0162, Sigma). FBS + VitC-iPSCs were cultured in FBS-iPSCs medium (described above) with the addition of 0.5 μM of ascorbic acid (Cat# A4544, Sigma). KSR/FBS-iPSCs were cultured in high-glucose DMEM supplemented with 10% KSR and 10% FBS, LIF (1000 U/ ml), 0.5% MEM non-essential amino acids, 0.5% P/S, 1% glutamax, and 0.2% β-mercaptoethanol. For the swap experiments, M FBS1 and M FBS5 iPSC lines were cultured in KSR formulation, while M KSR3 and M KSR5 iPSC lines were cultured in FBS formulation for 10 passages (~ 20 days).

### Fluorescence-Activated Cell Sorting (FACS) during reprogramming

To assess imprinting methylation during reprogramming, female and male MEFs were induced with DOX for 12 days and processed for FACS analysis (see below) or picked as single clones and cultured until day 24. On day 24, only iPSC clones still presenting MEFs were FACS-sorted, while the other iPSC clones were directly harvested for DNA extraction.

For FACS, T+/S− and T−/S+ female and male cells under reprogramming in FBS culture conditions were sorted based on the expression of the antibodies 1:100 of PE anti-mouse CD90.2/Thy1.2 (Biolegend, clone 30-H12, Cat# 105307) and 1:200 of Brilliant Violet 421 anti-mouse CD15/SSEA-1 (Biolegend, clone MC-480, Cat# 125613) using a gating strategy exemplified in Supplementary Fig. 10. Incubation was performed at 4 °C for 30 min and then stained cells were resuspended in PBS + 2% FBS and transferred to cytometry tubes and sorted using a BD FACSAria IIu (BD Biosciences). Purity of the sorted samples was checked after sorting and data were analysed using FlowJo software v10.7.2. The samples sorted by FACS are named as: F FBS day12 T+/S− (1), F FBS day12 T−/S+ (1), F FBS day12 T+/S− (2), F FBS day12 T−/S+ (2), F FBS day24 T+/S− cl C, F FBS day24 T−/S+ cl C, M FBS day12 T+/S− and M FBS day12 T−/S+. The samples harvested directly for DNA extraction are named as: F FBS day24 cl A, F FBS day24 cl B, M FBS day24 cl A and M FBS day24 cl B. All Flow Cytometry experiments were performed at the Flow Cytometry Facility of Instituto de Medicina Molecular João Lobo Antunes, Lisboa, Portugal.

### Teratoma assay

To evaluate the capacity for teratoma formation, KSR- and FBS-iPSCs (F KSR2, F KSR4, M KSR3, M KSR5, F FBS1, M FBS1 and M FBS5) lines were trypsinized and 2 × 10^6^ cells were subcutaneously injected into the flanks of 3-month-old immunocompromised male NSG mice (7 animals in total, one each per cell line). Animals were sacrificed with anaesthetic overdose and a necropsy was performed. Subcutaneous tumours were harvested, fixed in 10% neutral-buffered formalin, stained with hematoxylin and eosin and examined by a pathologist blinded to experimental groups using a Leica DM2500 microscope coupled to a Leica MC170 HD microscope camera.

### Immunofluorescence (IF)

Cells previously seeded on gelatin-coated coverslips were fixed with 3% paraformaldehyde for 10 min at room temperature, washed with PBS and permeabilized in 0.5% Triton X-100 in PBS for 4 minutes (min) on ice. A blocking step was performed by incubation with 1% Bovine Serum Albumin (BSA; Cat# 05470-5 G, Sigma-Aldrich) in PBS for 15 min and subsequently the cells were incubated with primary antibodies for OCT4 (monoclonal clone 7F9.2 m, Cat# MAB4419, Merck Millipore, 1:200 dilution), SSEA-1 (monoclonal clone MC-480, Cat# MAB4301, Merck Millipore, 1:100 dilution) and NANOG (polyclonal, Cat# RCAB002P-F, Reprocell, 1:150 dilution) diluted in 1% BSA/PBS for 45 min. After three washes with PBS, cells were incubated for 45 min with the secondary antibody Cy™3 AffiniPure F(ab’)_2_ Fragment Goat Anti-Mouse IgG (H + L) (polyclonal, Cat# 115-166-003, Jackson ImmunoResearch Laboratories Inc., 1:200 dilution). 40,6-diamidino-2-phenylindole (DAPI, 0.2 mg/ml; Cat# D9542, Sigma) was used to stain the DNA and mark the nuclei by incubating at RT for 2 min. Cells were imaged using Zeiss Axio Observer (Carl Zeiss MicroImaging) with 63× oil objective using the filter sets FS43HE and FS49 and digital images were processed using FIJI platform (ImageJ v2.1.0/1.53q; [https://fiji.sc/]).

### Karyotyping

iPSCs were treated with colcemid (0.5 µg/mL; Cat# 15212-012, ThermoFisher) for 4 hours at 37 °C to arrest cells in metaphase. Cells were then harvested by trypsin incubation during 5 min at 37 °C, treated with hypotonic potassium chloride solution for 30 min at 37 °C and resuspended and fixed in glacial acetic acid:methanol (1:3). Cells were dropped onto slides and stained with DAPI for 5 mins and observed using Zeiss Axio Observer (Carl Zeiss MicroImaging) with 63× oil objective. An average of 25 metaphase spreads were counted per each of the 8 iPSC lines (M KSR3, M KSR5, F KSR2, F KSR4, M FBS1, M FBS5, F FBS1 and F FBS5), making a total of 200 metaphases analysed. A normal karyotype was considered when most of the metaphases counted presented 40 chromosomes.

### NPC differentiation

The F FBS5 and M FBS5 iPSCs lines were differentiated into neural progenitor cells (NPCs) as previously described^75,76^. Briefly 1 × 10^6^ cells were plated on 0.1% gelatin-coated dishes in N2B27 medium (DMEM/F12 (Cat# 31330-038): Neurobasal [1:1] (Cat# 21103-049), supplemented with 1X L-Glutamine (Cat# 25030-024), 0.5X B27 (Cat# 17504-044), 0.1 mM 2-mercaptoethanol (Cat# 31350-010), all from Thermofisher, and 1X N2 (Cat# SCM012, Millipore) and grown for 7 days. Cells were then trypsinized and 3 × 10^6^ cells were plated on non-adherent Petri dishes to induce neurospheres formation in N2B27 medium supplemented with 10 ng/ml of both EGF (Cat# 315-09, Peprotech) and FGF2 (Cat# 100-18B, Peprotech). After 3 days, neurospheres were allowed to attach on gelatin-coated tissue culture dishes in the same medium, so that NPC could expand from the attached spheres. NPC lines were thereafter maintained in N2B27 medium supplemented with EGF and FGF2 (10 ng/ml each), on 0.1% gelatin-coated flasks.

### DNA extraction and bisulfite treatment

Genomic DNA from parental female and male MEFs, respective KSR-, FBS-, KSR/FBS- and, FBS+VitC-iPSCs, TX 2i ESCs as well as female and male reprogramming intermediates/non-reprogramming intermediates at days 12/24, were isolated using conventional phenol:chloroform:isoamyl alcohol extraction. 1 μg of genomic DNA was bisulfite converted using the EZ DNA methylation Gold kit (Cat# D5006, Zymo Research) according to manufacturer’s instructions and eluted, after column cleanup, in an elution buffer (66 μl) to obtain a final concentration of ~15 ng/μl bisulfite converted DNA.

### 5mC/5hmC measurements by liquid chromatography-mass spectrometry

Genomic DNA from both female and male KSR- and FBS-iPSCs, TX 2i ESCs and female and male reprogramming intermediates/non-reprogramming intermediates (day12 and 24) was digested using DNA Degradase Plus (Zymo Research, Cat# E2020) according to the manufacturer’s instructions. Nucleosides were analysed by LC-MS/MS on a Q-Exactive mass spectrometer (Thermo Scientific) fitted with a nanoelectrospray ion-source (Proxeon). All samples and standards had a heavy isotope-labelled nucleoside mix added prior to mass spectral analysis (2′-deoxycytidine-^13^C_1_, ^15^N_2_ (Santa Cruz, Cat# SC-214045), 5-(methyl−^2^H_3_)-2′-deoxycytidine (Santa Cruz, Cat# SC-217100), 5-(hydroxymethyl)−2′-deoxycytidine-^2^H_3_ (Toronto Research Chemicals, Cat# H946632). MS2 data for 5hmC, 5mC and C were acquired with both the endogenous and corresponding heavy-labelled nucleoside parent ions simultaneously selected for fragmentation using a 5 Th isolation window with a 1.5 Th offset. Parent ions were fragmented by Higher-energy Collisional Dissociation (HCD) with a relative collision energy of 10%, and a resolution setting of 70,000 for MS2 spectra. Peak areas from extracted ion chromatograms of the relevant fragment ions, relative to their corresponding heavy isotope-labelled internal standards, were quantified against a six-point serial 2-fold dilution calibration curve, with triplicate runs for all samples and standards.

### Bisulfite Pyrosequencing

Bisulfite-converted DNA was used for PCR amplification using specific primers for L1-A, L1-T and IAP repetitive elements in a 25 μL reaction volume containing 0.4 µM forward and reverse primers, KAPA HiFi HotStart 2X (Cat# KK2802, Roche) and 1 μL of bisulfite-treated DNA (~15 ng/μl) for KSR- and FBS-iPSCs and TX 2i ESCs. PCR conditions and primer sequences were published previously^58^ and can be found in Supplementary Table 2. Successfully amplified PCR products were purified and annealed with the sequencing primer for pyrosequencing using a PyroMark Q48 Autoprep instrument (Qiagen), according to the manufacturer’s instructions. CpG methylation was quantified and analysed using Q48 Autoprep (v2.4.2 Build 3), PyroMark Autoprep Q48 Software (v4.2.1) and Firmware (v4.03) and OS version (v2.0.0).

### IMPLICON library preparation and analysis

IMPLICON was performed as previously described^44^ in parental female and male F1 MEFs, respective KSR- and FBS-, KSR/FBS- and FBS+VitC-iPSCs, TX 2i ESCs, as well as day 12/24 female and male reprogramming intermediates/non-reprogramming intermediates. Briefly, following bisulfite conversion, a first PCR amplifies each region per sample in individual reactions, adding adapter sequences, as well as 8 random nucleotides (N_8_) for subsequent data deduplication. PCR conditions and primers for this first step are listed in Supplementary Table 3. After pooling amplicons for each biological sample and clean-up using AMPure XP magnetic beads (Cat# A63880, Beckman Coulter), a second PCR completes a sequence-ready library with sample-barcodes for multiplexing. In this PCR reaction, barcoded Illumina adapters are attached to the pooled PCR samples ensuring that each sample pool receives a unique reverse barcoded adapter. Libraries were verified by running 1:30 dilutions on an Agilent bioanalyzer and then sequenced using the Illumina MiSeq platform to generate paired-end 250 bp reads using 10% PhIX spike-in as the libraries are of low complexity.

IMPLICON bioinformatics analysis was also performed as described^44^, following the step-by-step guide of data processing analysis in [https://github.com/FelixKrueger/IMPLICON]. Briefly, data was processed using standard Illumina base-calling pipelines. As the first step in the processing, the first 8 bp of Read 2 were removed and written into the readID of both reads as an in-line barcode, or Unique Molecular Identifier (UMI). This UMI was then later used during the deduplication step with “deduplicate bismark–barcode mapped_file.bam”. Raw sequence reads were then trimmed to remove both poor quality calls and adapters using Trim Galore v0.5.0 (www.bioinformatics.babraham.ac.uk/projects/trim_galore/, Cutadapt version 1.15, parameters:–paired). Trimmed reads were aligned to the mouse reference genome in paired-end mode. Alignments were carried out with Bismark v0.20.0. CpG methylation calls were extracted from the mapping output using the Bismark methylation extractor. Deduplication was then carried out with deduplicate_bismark, using the–barcode option to take UMIs into account (see above). The data was aligned to a hybrid genome of BL6/CAST (the genome was prepared with the SNPsplit package - v0.3.4, [https://github.com/FelixKrueger/SNPsplit]). Following alignment and deduplication, reads were split allele-specifically with SNPsplit. Aligned read (.bam) files were imported into Seqmonk software v1.47 [http://www.bioinformatics.babraham.ac.uk/projects/seqmonk] for all downstream analysis. Probes were made for each CpG contained within the amplicon and quantified using the DNA methylation pipeline or total read count options. Downstream analysis was performed using Microsoft Excel spreadsheet software (v2206 Build 16. 0. 15330. 20144) and GraphPad Prism v8.0.1.

From the raw data deposited in GEO under the accession number GSE148067, the reads mapped to the following murine (mm10) genomic coordinates were excluded for consideration in this article for one of the following reasons: (1) regions that fail to reach the coverage threshold for the two parental alleles in a given sample (> 40 reads); (2) regions sequenced twice for which only the run with more reads was considered; (3) regions out of the scope of this article: for the samples *NNNN*_4666: Chr1:63261125-63264796, Chr2:174295708-174296349, Chr6:4746303-4746438, Chr15:72809673-72810197; for the samples *NNNN*_4836: Chr1:63261125-63261262; for the samples F FBS5 NPC, M FBS5 NPC, F FBS day12 T-/S + (1), F FBS day 12 T + /S- (1): Chr6:30737609-30737809; Chr10: 13091188-13091361; Chr11: 12025411-12025700; Chr17: 12742173-12742488; Chr18: 12972868-12973155; For F and M KSR-iPSC_5482: Chr11: 94970622-94970851. For *NNNN*_5620: Chr5: 144605801-144606063. Chr12: 39984798-39984915.

### RNA extraction

Total RNA was extracted from cells using NZYOL™ RNA Isolation Reagent (Cat# MB18501, NZYTech) and treated with DNase I (Cat# 04716728001, Roche) according to manufacturer’s instructions.

### RT-qPCR

500 ng of DNase-treated RNA was reverse-transcribed into cDNA using random hexamers and a Reverse Transcriptase according to the manufacturer’s protocol (Transcriptor High Fidelity cDNA Synthesis Kit, Cat# 05081963001, Roche). Quantitative real-time PCR was performed using iTaqTM SYBR® Green Supermix (Cat# 1725124, Bio-Rad) in an Applied Biosystems 7500 fast or ViiA 7 equipment to measure expression levels of several genes normalised to the *Gapdh* housekeeping gene. Primers and conditions are listed in Supplementary Table 2. The relative expression of each gene of interest was determined using the 2^−ΔΔct^ method.

### RT-PCR followed by Sanger sequencing

To analyse relative allelic expression of the *H19*, *Meg3* and *Snrpn* imprinted genes, cDNA was generated as described in RT-qPCR and amplified by PCR using the primers in Supplementary Table 2. The PCR product was cleaned using the NZYGelpure kit (Cat# MB01102, Nzytech) and sent for Sanger sequencing to STABVIDA sequencing company and data were visualised and analysed on a Chromas v2.6.2 software.

### RNA-seq

Quality of Dnase I-treated total RNA from biological triplicates of female MEFs, F KSR2, F KSR4, M KSR3, M KSR5 iPSCs and TX 2i ESCs was checked by 2100 Agilent Bioanalyser. Samples with RIN score above 9 were processed. RNA (1 μg) was used to generate strand specific polyA 250–300 bp insert cDNA libraries using the bespoke sequencing pipeline at Sanger Institute. Libraries were sequenced with Illumina HiSeq platform using single-end 50 bp mode.

RNA-seq raw FastQ data were trimmed with Trim Galore v0.6.1 (default parameters) and mapped to the mouse GRCm38 genome assembly using Hisat2 v2.1.0. Differentially expressed genes between female and male KSR-iPSCs were determined using both EdgeR v3.26.7^77^ (*p*-value < 0.05 with multiple testing correction using Benjamimi and Hochberg correction) and intensity difference filter (*p*-value < 0.05 with multiple testing correction using Benjamimi and Hochberg correction), with the intersection between the two lists giving the high confidence differentially expressed genes. Clustering analysis in Fig. 1B used a Pearson correlation to calculate a distance matrix between all datasets which was then used to construct a neighbour joining tree.

Allele-specific alignments were performed by mapping to both CAST_EiJ and C57BL/6J (GRCm38) genomes, keeping reads that were specific for either genome and excluding those containing conflicting SNP information. Aligned read (bam) files were imported into Seqmonk software v1.47 [http://www.bioinformatics.babraham.ac.uk/ projects/seqmonk] for all downstream analysis using standard parameters. Data was quantified at the mRNA level using strand-specific quantification of mRNA probes using the RNA-seq quantification pipeline in Seqmonk v1.47. For the heatmap in Fig. 3A showing allele-specific biases of imprinted genes, selection was based on the following criteria: (1) transcription from a single allele in MEFs (ratio: > 90%:10%), (2) Log2 RPKM > 1 expression in all iPSC replicates; (3) Normalised SNP-specific read counts > 5 in at least two of the three replicates of iPSCs (Supplementary Data 3).

### Statistics

Statistical analysis used for each experiment is indicated in the respective figure legend with *p*-values indicated or marked as * *p* < 0.05, ** *p* < 0.01 *** *p* < 0.001. The following tests were used: unpaired two-tailed Student’s *t*-test (Fig. 2B and Supplementary Fig. 4E), two-way ANOVA followed by multiple comparisons corrected by the original FDR method of Benjamini and Hochberg (Fig. 5B, D and E), two-way ANOVA followed by Tukey’s multiple comparisons test (Fig. 5C; Supplementary Fig. 6). Differential expression analysis of RNAseq data used both EdgeR and intensity difference filter (*p*-value < 0.05 with multiple testing correction using Benjamini and Hochberg correction for both) (Supplementary Fig. 1E and Supplementary Data 1).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Source data are provided with this paper, and all the sequencing datasets produced in this study are available at Gene Expression Omnibus GSE148067 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148067]. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Takahashi K, Yamanaka S (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell.

[2] Mandai M (2017). iPSC-derived retina transplants improve vision in rd1 end-stage retinal-degeneration mice. Stem Cell Rep..

[3] Shi Y, Inoue H, Wu JC, Yamanaka S (2017). Induced pluripotent stem cell technology: a decade of progress. Nat. Rev. Drug Discov..

[4] Buganim Y, Faddah DA, Jaenisch R (2013). Mechanisms and models of somatic cell reprogramming. Nat. Rev. Genet..

[5] Schiebinger G (2019). Optimal-transport analysis of single-. Cell Gene Expr. Identifies Developmental Trajectories Reprogramming. Cell.

[6] Tonge PD (2014). Divergent reprogramming routes lead to alternative stem-cell states. Nature.

[7] Yamanaka S (2009). Elite and stochastic models for induced pluripotent stem cell generation. Nature.

[8] Bar-Nur O, Russ HA, Efrat S, Benvenisty N (2011). Epigenetic memory and preferential lineage-specific differentiation in induced pluripotent stem cells derived from human pancreatic islet beta cells. Cell Stem Cell.

[9] Kim K (2011). Donor cell type can influence the epigenome and differentiation potential of human induced pluripotent stem cells. Nat. Biotechnol..

[10] Nishizawa M (2016). Epigenetic variation between human induced pluripotent stem cell lines is an indicator of differentiation capacity. Cell Stem Cell.

[11] Kajiwara M (2012). Donor-dependent variations in hepatic differentiation from human-induced pluripotent stem cells. Proc. Natl Acad. Sci..

[12] Avior Y, Eggan K, Benvenisty N (2019). Cancer-related mutations identified in primed and naive human pluripotent stem cells. Cell Stem Cell.

[13] Ben-David U (2014). Aneuploidy induces profound changes in gene expression, proliferation and tumorigenicity of human pluripotent stem cells. Nat. Commun..

[14] Gore A (2011). Somatic coding mutations in human induced pluripotent stem cells. Nature.

[15] Bock C (2011). Reference maps of human es and ips cell variation enable high-throughput characterization of pluripotent cell lines. Cell.

[16] Ma H (2014). Abnormalities in human pluripotent cells due to reprogramming mechanisms. Nature.

[17] Nazor KL (2012). Recurrent variations in DNA methylation in human pluripotent stem cells and their differentiated derivatives. Cell Stem Cell.

[18] Lister R (2011). Hotspots of aberrant epigenomic reprogramming in human induced pluripotent stem cells. Nature.

[19] Ohi Y (2011). Incomplete DNA methylation underlies a transcriptional memory of somatic cells in human iPS cells. Nat. Cell Biol..

[20] Polo JM (2010). Cell type of origin influences the molecular and functional properties of mouse induced pluripotent stem cells. Nat. Biotechnol..

[21] Huang K (2014). A panel of CpG methylation sites distinguishes human embryonic stem cells and induced pluripotent stem cells. Stem Cell Rep..

[22] Koyanagi-Aoi M (2013). Differentiation-defective phenotypes revealed by large-scale analyses of human pluripotent stem cells. Proc. Natl Acad. Sci..

[23] Ruiz S (2012). Identification of a specific reprogramming-associated epigenetic signature in human induced pluripotent stem cells. Proc. Natl Acad. Sci..

[24] Stadtfeld M (2010). Aberrant silencing of imprinted genes on chromosome 12qF1 in mouse induced pluripotent stem cells. Nature.

[25] Mekhoubad S (2012). Erosion of dosage compensation impacts human iPSC disease modeling. Cell Stem Cell.

[26] Vallot C (2015). Erosion of X chromosome inactivation in human pluripotent cells initiates with XACT coating and depends on a specific heterochromatin landscape. Cell Stem Cell.

[27] Sun B (2012). Status of genomic imprinting in epigenetically distinct pluripotent stem cells. Stem Cells.

[28] Takikawa S (2013). Genomic imprinting is variably lost during reprogramming of mouse iPS cells. Stem Cell Res.

[29] Yagi M (2019). De Novo DNA methylation at imprinted loci during reprogramming into naive and primed pluripotency. Stem Cell Rep..

[30] Tucci V (2019). Genomic imprinting and physiological processes in mammals. Cell.

[31] Cassidy SB, Schwartz S, Miller JL, Driscoll DJ (2012). Prader-willi syndrome. Genet. Med..

[32] Maranga C, Fernandes TG, Bekman E, da Rocha ST (2020). Angelman syndrome: a journey through the brain. FEBS J..

[33] Wang, K. H., Kupa, J., Duffy, K. A. & Kalish, J. M. Diagnosis and Management of Beckwith-Wiedemann Syndrome. *Front. Pediatr*. **7**, 32039119 (2020).10.3389/fped.2019.00562PMC699012732039119

[34] Soellner L (2017). Recent advances in imprinting disorders. Clin. Genet..

[35] Bar S, Schachter M, Eldar-Geva T, Benvenisty N (2017). Large-scale analysis of loss of imprinting in human pluripotent stem cells. Cell Rep..

[36] Carey BW (2011). Reprogramming factor stoichiometry influences the epigenetic state and biological properties of induced pluripotent stem cells. Cell Stem Cell.

[37] Liu L (2010). Activation of the imprinted Dlk1-Dio3 region correlates with pluripotency levels of mouse stem cells. J. Biol. Chem..

[38] Stadtfeld M (2012). Ascorbic acid prevents loss of Dlk1-Dio3 imprinting and facilitates generation of all–iPS cell mice from terminally differentiated B cells. Nat. Genet..

[39] Blaschke K (2013). Vitamin C induces Tet-dependent DNA demethylation and a blastocyst-like state in ES cells. Nature.

[40] Abad M (2013). Reprogramming in vivo produces teratomas and iPS cells with totipotency features. Nature.

[41] Bernardes de Jesus B (2018). Silencing of the lncRNA Zeb2-NAT facilitates reprogramming of aged fibroblasts and safeguards stem cell pluripotency. Nat. Commun..

[42] Strogantsev R (2015). Allele-specific binding of ZFP57 in the epigenetic regulation of imprinted and non-imprinted monoallelic expression. Genome Biol..

[43] Xie W (2012). Base-resolution analyses of sequence and parent-of-origin dependent dna methylation in the mouse genome. Cell.

[44] Klobučar, T. et al. IMPLICON: an ultra-deep sequencing method to uncover DNA methylation at imprinted regions. *Nucleic Acids Res*. 10.1093/nar/gkaa567 (2020).10.1093/nar/gkaa567PMC749833432621604

[45] Pettitt SJ (2009). Agouti C57BL/6N embryonic stem cells for mouse genetic resources. Nat. Methods.

[46] Schulz EG (2014). The two active x chromosomes in female escs block exit from the pluripotent state by modulating the esc signaling network. Cell Stem Cell.

[47] Shultz LD, Ishikawa F, Greiner DL (2007). Humanized mice in translational biomedical research. Nat. Rev. Immunol..

[48] Ficz G (2013). FGF signaling inhibition in escs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. Cell Stem Cell.

[49] Habibi E (2013). Whole-genome bisulfite sequencing of two distinct interconvertible dna methylomes of mouse embryonic stem cells. Cell Stem Cell.

[50] Leitch HG (2013). Naive pluripotency is associated with global DNA hypomethylation. Nat. Struct. Mol. Biol..

[51] von Meyenn F (2016). Impairment of DNA methylation maintenance is the main cause of global demethylation in naive embryonic stem cells. Mol. Cell.

[52] Choi J (2017). Prolonged Mek1/2 suppression impairs the developmental potential of embryonic stem cells. Nature.

[53] Lee J, Matsuzawa A, Shiura H, Sutani A, Ishino F (2018). Preferable in vitro condition for maintaining faithful DNA methylation imprinting in mouse embryonic stem cells. Genes Cells.

[54] Zvetkova I (2005). Global hypomethylation of the genome in XX embryonic stem cells. Nat. Genet..

[55] Pasque V (2018). X chromosome dosage influences DNA methylation dynamics during reprogramming to mouse iPSCs. Stem Cell Rep..

[56] Mo, C.-F. et al. Loss of non-coding RNA expression from the DLK1-DIO3 imprinted locus correlates with reduced neural differentiation potential in human embryonic stem cell lines. *Stem Cell Res. Ther*. 10.1186/scrt535 (2015).10.1186/scrt535PMC441733225559585

[57] Milagre I (2017). Gender differences in global but not targeted demethylation in iPSC reprogramming. Cell Rep..

[58] Walter, M., Teissandier, A., Pérez-Palacios, R. & Bourc’his, D. An epigenetic switch ensures transposon repression upon dynamic loss of DNA methylation in embryonic stem cells. *Elife***5**, e11418 (2016).10.7554/eLife.11418PMC476917926814573

[59] Stocking C, Kozak CA (2008). Endogenous retroviruses. Cell. Mol. Life Sci..

[60] Babushok DV, Kazazian HH (2007). Progress in understanding the biology of the human mutagen LINE-1. Hum. Mutat..

[61] Hata K, Okano M, Lei H, Li E (2002). Dnmt3L cooperates with the Dnmt3 family of de novo DNA methyltransferases to establish maternal imprints in mice. Development.

[62] Bauer M (2021). Chromosome compartments on the inactive X guide TAD formation independently of transcription during X-reactivation. Nat. Commun..

[63] Janiszewski A (2019). Dynamic reversal of random X-Chromosome inactivation during iPSC reprogramming. Genome Res.

[64] Choi J (2017). DUSP9 modulates DNA hypomethylation in female mouse pluripotent stem cells. Cell Stem Cell.

[65] Song J (2019). X-chromosome dosage modulates multiple molecular and cellular properties of mouse pluripotent stem cells independently of global dna methylation levels. Stem Cell Rep..

[66] Han DW (2011). Direct reprogramming of fibroblasts into epiblast stem cells. Nat. Cell Biol..

[67] Swanzey E, McNamara TF, Apostolou E, Tahiliani M, Stadtfeld M (2020). A susceptibility locus on chromosome 13 profoundly impacts the stability of genomic imprinting in mouse pluripotent stem cells. Cell Rep..

[68] Velychko S (2019). Excluding Oct4 from yamanaka cocktail unleashes the developmental potential of iPSCs. Cell Stem Cell.

[69] Monk D, Mackay DJG, Eggermann T, Maher ER, Riccio A (2019). Genomic imprinting disorders: lessons on how genome, epigenome and environment interact. Nat. Rev. Genet..

[70] De Los Angeles A (2015). Hallmarks of pluripotency. Nature.

[71] Araki H (2019). Base-resolution methylome of retinal pigment epithelial cells used in the first trial of human induced pluripotent stem cell-based autologous transplantation. Stem Cell Rep..

[72] Tchieu J (2010). Female human iPSCs retain an inactive X chromosome. Cell Stem Cell.

[73] Xu, J. Preparation, Culture, and Immortalization of Mouse Embryonic Fibroblasts. in *Current Protocols in Molecular Biology* (John Wiley & Sons, Inc., 10.1002/0471142727.mb2801s70 (2005).10.1002/0471142727.mb2801s7018265366

[74] da Rocha ST (2014). Jarid2 is implicated in the initial xist-induced targeting of prc2 to the inactive x chromosome. Mol. Cell.

[75] Conti L (2005). Niche-independent symmetrical self-renewal of a mammalian tissue stem cell. PLoS Biol..

[76] Splinter E (2011). The inactive X chromosome adopts a unique three-dimensional conformation that is dependent on Xist RNA. Genes Dev..

[77] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

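RNA-seq libraries were made from female MEFs, the KSR-iPSC lines F KSR2, F KSR4, M KSR3 and M KSR5, and TX 2i ESCs, 3 of each, 18 in all, from poly(A) RNA and with strand information. The other 82 of the 100 samples of the series are IMPLICON amplicon libraries, not analysed here, so DNA methylation was not examined. The read length is given in more than 1 way in the labels and is left out.

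The deposited file holds values for 25965 genes of GRCm38 in 72 columns, 4 for each library. The authors trimmed reads with Trim Galore 0.6.1, mapped them with HISAT2 2.1.0, split them by strain-specific SNPs into BL6 (maternal), CAST (paternal) and unassigned reads, and computed log2 values per gene in SeqMonk by a strand-specific mRNA quantification. The values deposited by the authors are log2 RPM of each column's own total. They were checked against whole numbers of reads in the shortest and in the longest genes, and they carry no correction for gene length. A gene without reads holds the value of 0.9 read. Reads per gene were recovered from this scale. Depth was 14.8 M to 19.6 M reads per library (median 17.9 M), of which 82.5% to 92.3% lay in genes, and 17.7% to 19.9% of those were assigned to a parent.

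Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-bio 0.7.3, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1, statmod 1.5.0) were used. Genes at a log2 value of 0 or more in at least 3 libraries were tested, 14632 over the 18 libraries and 13609 over the 12 KSR-iPSC libraries. KSR-iPSCs (mean of the 4 lines) were compared with MEFs and with TX 2i ESCs, and TX 2i ESCs with MEFs, in 1 limma model of the 6 groups with a trend of the variance. Female KSR-iPSCs were compared with male KSR-iPSCs on the 12 libraries with sex as the only factor. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The intensity difference filter compared each gene's difference with those of the 1% of genes nearest in mean level. The mean of each line, the line as a random block, the replicate number as a block and all 18 libraries in 6 groups were alternatives for the sex comparison. Replicate numbers were not treated as pairs, because residuals of libraries with the same number correlated at a median of 0.0393 (45 pairs, highest 0.382). For libraries with different numbers the median was -0.0104 (90 pairs, highest 0.338). A weak link between libraries of the same number is not excluded by these values.

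Shares of reads per chromosome were compared by exact permutation tests of the libraries, two-sided. Chromosome levels of each KSR-iPSC line were compared with the other 9 KSR-iPSC libraries in the same way, and adjusted over 80 tests. Maternal shares were computed from recovered reads per gene, per chromosome and in windows of 10 Mb, with exact Clopper-Pearson 95% intervals. A chromosome was called altered in a line where its maternal share lay 5 percentage points or more from that of the MEFs. Libraries were clustered by Pearson correlation over all genes and neighbour joining. Gene lists (27, fixed before the data were examined, as were the tests, the rule for named genes and the alternatives unless stated) were tested by the count of called members and by camera, with its preset correlation of 0.01 and with an estimated correlation.

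Named genes are those the paper names in its text or figures on RNA-seq, examples from the lists, and for each comparison (for the sex comparison on and off the X chromosome) the 6 genes with the highest and the 6 with the lowest log2 fold change. Among these, each gene had to pass the adjusted p, have no overlap between the libraries of its groups, reach a mean log2 value of 4 or more in the higher group and not carry a clone or predicted-gene symbol. Folds against a group with 0 reads are lower bounds against 3 reads per library. Alternatives were no filter, a filter at a log2 value of 1, pseudocounts of 1 and 0.1, quantile normalization, median scaling, voom on recovered reads, a 2-fold minimum, a replicate block and leaving out each library in turn. In values with simulated changes in 100 genes per fold, limma recovered 48% of 2-fold and 83% of 4-fold changes for KSR-iPSCs against MEFs, and 57% and 87% for female against male KSR-iPSCs, with 4.64% false calls in the latter. The simulated values had the spread of triplicates only and no differences between lines. These rates therefore do not describe how the comparisons behave where lines of a group differ, as in the comparison of the sexes.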

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

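The tests of reads from other cells, of a few highly expressed genes and of strain bias, all on parental imbalance, were chosen after the result was seen. Results are listed here when 1 library of 4 to 10 lay far from the others by Dixon's test, or when a signal lay outside what the paper analysed. Chance alone puts 1 in 20 groups past Dixon's limit. Of 61 groups tested 8 did, where chance gives 3.05, and 4 of the 8 were in F KSR4 replicate 2.

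Maternal shares departed by 5 percentage points or more from those of the MEFs in 9 of 95 pairs of an autosome and a line, and the paper discusses 1 of these, chromosome 6 in F KSR2. The other 8 maternal shares were 68.0% for chromosome 1, 65.3% for chromosome 8 and 61.7% for chromosome 11 in M KSR3, 62.8% for chromosome 8 in F KSR4, 62.1% for chromosome 15 in M KSR5, 43.4% for chromosome 4 in F KSR2, and 32.4% for chromosome 4 and 34.9% for chromosome 16 in TX 2i ESCs. On chromosome 11 of M KSR3 the share was 64.7% from 60 Mb on and 52.6% before, and on chromosome 4 of F KSR2 it was 3.79% from 140 Mb on (53.9% in MEFs) and 50.0% before.

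The tables argue against 3 technical explanations of this imbalance. Reads from cells of another genotype would move all autosomes, but the median shift of a library from the MEFs over all 19 autosomes was at most 0.742 percentage points in size. A few highly expressed genes would leave the median gene in place, but the median of the genes' own maternal shares moved by at least 11.2 points on every altered chromosome or segment, as the mean of a line. For chromosome 15 in M KSR5, which gave the 11.2, the smallest move of a library was 4.81 points. Segments stood in for chromosome 11 of M KSR3 and chromosome 4 of F KSR2, with borders taken from these data. Over the whole of chromosome 4 in F KSR2 the median moved by -2.22 points, so there the result covers the segment only. Strain bias would recur in every line, but over the 4 other lines, altered or not, each altered chromosome moved toward the same side by a median of at most 1.25 points. A shift to the same side recurred for chromosome 8 in F KSR4 and M KSR3, and for chromosome 4 in F KSR2 and TX 2i ESCs. An extra maternal copy of chromosomes 1, 8, 11 and 15 stays open as a candidate explanation. As means of a line's libraries, maternal reads per gene rose there by 0.59 to 0.96 in log2 (1 for 2 copies instead of 1) and paternal reads changed by -0.20 to -0.02. The rise was not uniform within 2 of the lines. For chromosome 8 in F KSR4 it was 0.79, 0.74 and 0.25 in replicates 1, 2 and 3. For chromosome 15 in M KSR5 it was 0.92, 0.89 and 0.33. For chromosome 6 of F KSR2 a replacement of the paternal by a maternal copy stays open too (maternal reads 1.09, paternal reads -4.23, all reads 0.13 in log2). The paper reports this as maternal uniparental disomy.

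In F KSR4 replicate 2, the log2 values of Gdf3 (4.75), Tdgf1 (6.96), Dppa4 (5.93) and Dppa2 (4.35) lay below those of the other 5 female KSR-iPSC libraries and past Dixon's limit. It was the lowest of the 6 in 8 of the 12 genes of Fig. 1C. The 12 genes of Fig. 1C lay at a median of -1.24 from the other 2 libraries of the line, with 8 of 12 lower. The RPM scaling does not account for this, since the median was -1.05 after median scaling. Fibroblast genes lay at a median of -0.19. The lists of primitive endoderm, trophoblast, and mesoderm with neuroectoderm lay at a median of 0.33 at most. That highest median was of primitive endoderm, with 12 of 19 genes higher and 7 lower. These medians argue against a rise of any of these lists as a whole. They cannot exclude fibroblasts or an exit toward these lineages in a small part of the cells. A library of another line does not account for the change, since the maternal shares of F KSR4 replicate 2 lay at most 1.51 percentage points outside the range of the other 2 libraries. The library also had the lowest share of reads in genes of the 18 libraries (82.5%, against 89.2% and 89.1% in the other 2 of the line), and its part in the change was not tested beyond the scaling. No condition in the design sets this library apart, so no further biological explanation was tested.

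Further single libraries lay apart from the other 5 of their sex, with no explanation tested. The maternal share of Plagl1 was 72.1% in F KSR4 replicate 3. That of Dlk1 was 10% in F KSR4 replicate 1, from 2 of 20 reads. That of Mcts2 was 67.6% in M KSR5 replicate 1, and that of Snrpn was 22.1% in M KSR5 replicate 3.

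The median level of a chromosome's genes differed between 1 line and the other 9 KSR-iPSC libraries in 9 of 80 tests (exact permutation test, two-sided, p = 0.00455, the smallest p possible, adjusted p = 0.0404 by Benjamini-Hochberg). This test exchanges single libraries, and the libraries of a line share a clone, so its p does not measure the spread between lines. The log2 differences were 0.61 for chromosome 1 and 0.40 for chromosome 11 in M KSR3, 0.45 for chromosome 15 in M KSR5, -0.38 for chromosome 8, 0.27 for chromosome 12 and 0.69 for the X chromosome in F KSR2, and -0.17 for chromosome 5, -0.20 for chromosome 9 and -0.19 for chromosome 16 in F KSR4. In each, all 3 libraries of the line lay beyond the other 9. For F KSR2 the other 9 carry 2 of these differences. They include the 6 male libraries, for the X, and F KSR4 and M KSR3 with their raised maternal share of chromosome 8, which was 51.0% in F KSR2 and 51.6% in MEFs. In F KSR4 every autosome lay lower than in the other 9 libraries, from -0.02 for chromosome 8 to -0.34 for chromosome 1. Chromosome 1 and chromosome 11 (-0.28) differed more than the 3 called there but were not called. The 3 calls in F KSR4 are thus not particular to those chromosomes. Leaving out any 1 library made the smallest possible p 0.00606, and no test passed (smallest adjusted p from 0.0539 to 0.0970), which says nothing about stability.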

How the results depend on the processing

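The alternatives of average linkage, of maternal shares from the values of each genome's own total, of leaving out a library for the clustering, Fig. 1C and Fig. 3A, and the splits of whole lines against MEFs and TX 2i ESCs, were chosen after the data were seen. No gene called by limma with the chosen settings was called in the other direction under an alternative or without 1 library, but the balance of higher and lower genes turned in some. For KSR-iPSCs against TX 2i ESCs it went from 47.9% higher to 54.7% with median scaling and with at least a 2-fold change, and to 50.7% without F KSR4 replicate 2 and 53.4% and 50.2% without TX 2i ESCs replicates 2 and 3. Between the sexes it went from 55.4% to 35.7% with all 18 libraries in 6 groups, 0% of 4 genes with line means and 48.9% without M KSR5 replicate 3. The counts of genes against MEFs stayed within 1.5 times under every alternative (7857 to 11771 for KSR-iPSCs and 7650 to 10284 for TX 2i ESCs) and without any 1 library (9371 to 11327 and 8390 to 10299). For KSR-iPSCs against TX 2i ESCs, alternatives gave 2038 (at least a 2-fold change, a stricter demand) to 3546. Without 1 library this count was 2125 (TX 2i ESCs replicate 2) to 4317, and 2154 and 2126 without TX 2i ESCs replicates 1 and 3. Female against male KSR-iPSCs moved most. It gave 237 with at least a 2-fold change, 232 with no filter (more genes tested), 138 with the line as a random block, 4 with the mean of each line (fewer units), and 1523 with all 18 libraries in 6 groups. Without 1 library it gave 187 (M KSR3 replicate 3) to 521, with 197 and 203 without M KSR3 replicates 1 and 2, and 250 and 218 without F KSR2 replicates 2 and 3. By both tests the count was 31 to 51 under alternatives and 22 (without F KSR4 replicate 3) to 48 without 1 library. Where no reason is given in parentheses, the cause was not tested.

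The share of the X chromosome (difference 1.93 to 2.04 points), its median change (0.64 to 0.85) and the 60 of 60 comparisons of Fig. 1C kept their direction and their side of the threshold in every setting. The share of chromosome 6 in F KSR2 was higher by 0.429 to 0.448 points under alternatives, and by 0.354 (without F KSR2 replicate 3, exact permutation p = 0.0545) to 0.511 without 1 library. Imprinted genes passed 10% from the silent allele in 63 to 67 of 68 pairs. Clustering gave 3 of 9 branches in all settings but average linkage (5), without M KSR5 replicate 3 (5) and without F KSR2 replicate 3 (4). Chromosome levels gave 9 calls with a pseudocount of 1, of which 8 were among the 9 (chromosome 8 in F KSR2 lost its call). With a log2 value above 3 in every KSR-iPSC library they gave 8, of which 5 were among the 9. Chromosome 8 and the X in F KSR2 and chromosomes 5 and 16 in F KSR4 lost their calls there. They gave 0 calls without 1 library, where fewer libraries raise the smallest p. Of the named genes' calls, all 200 alternatives held against MEFs, all 96 against TX 2i ESCs, and 383 of 418 between the sexes, where 26 were weaker (16 of these with line means) and 9 stronger. Without M KSR3 replicate 1, 2 or 3, or F KSR2 replicate 3, Rhox9, Dsp, Tspan2 and Klhl13 lost their call (adjusted p from limma 0.0520 to 0.0931). So did Dsp without F KSR4 replicate 1 or 2, Tspan2 without F KSR2 replicate 1 or 2 or M KSR5 replicate 2, and Klhl13 without F KSR4 replicate 3 (0.0520 to 0.0747). Depth limits shares of genes with few allelic reads (2 for Dlk1 in M KSR5 replicate 1).

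The libraries of a line come from 1 clone, so splits have to regroup whole lines. Lines of a sex come from MEFs of single embryos, so they are not independent donors either, and embryo and sex are confounded. They allow 3 splits between the sexes and 5 of 1 group against 4, too few for a share under 0.05. In models of 2 groups, the real split gave 390 genes between the sexes (highest other split of whole lines 3), 44 by both tests (1), 10071 for KSR-iPSCs against MEFs (24) and 2007 against TX 2i ESCs (796, with M KSR3 set against the rest). In 100 splits of single libraries, which break up the lines, the highest others were 19, 10, 2313 and 67, and only 1, the real one, gave as many. For TX 2i ESCs against MEFs (10139, highest other 0, itself 1 of 10) the splits are too few as well.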

Differences from the paper's values

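The setting of maternal shares from the values of each genome's own total was chosen after the values were seen. The paper's Supplementary Data 1 lists 246 X-linked genes higher in female KSR-iPSCs, 167 autosomal genes higher and 173 genes lower, by edgeR and the intensity difference filter at an adjusted p of 0.05. Limma in place of edgeR, with an intensity difference filter rebuilt from the 1% of genes nearest in mean level, which can differ from the authors' filter, gave 24, 9 and 11, and differed from the paper's counts under each of the 5 alternatives set before the data were examined for this pair of tests (X-linked 16 to 27). Without 1 library this pair of tests gave 10 to 30 X-linked genes higher, 4 to 13 autosomal genes higher and 6 to 14 genes lower. Limma without the intensity filter gave 170, 46 and 174. For X-linked genes this was within 1.5 times the paper's 246, as it was with a filter at a log2 value of 1 (166), pseudocounts of 1 (176) and 0.1 (173), quantile normalization (206), median scaling (207), voom (165) and all 18 libraries (268), but not with no filter (126), a replicate block (159), line means (0) or the line as a random block (88). Without 1 library it was within 1.5 times only without F KSR4 replicate 2 (204) or 3 (181), and 120 to 163 without any of the others. For autosomal genes higher in female lines, 46 differed from the paper's 167, and so did every alternative, from 0 with line means to 276 with all 18 libraries, and each count without 1 library (16 to 92). For genes lower in female lines, 174 was within 1.5 times the paper's 173, as it was with a filter at a log2 value of 1 (177), pseudocounts (197 and 183), quantile normalization (128) and voom (172), and also with median scaling (117), but not with no filter (83), a replicate block (112), line means (4), the line as a random block (38) or all 18 libraries (979). Nor was it without M KSR3 replicate 1, 2 or 3 (49, 47 and 46), F KSR2 replicate 2 or 3 (95 and 79) or M KSR5 replicate 3 (266), while without 1 of the other 6 libraries it was 117 to 220. Of the paper's genes that were tested (237, 148 and 154), each changed in the paper's direction, and 170, 45 and 118 passed limma. The paper chose these genes on the same libraries, so their direction is not independent evidence.

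In Supplementary Data 3, the paper's values give Zdbf2 in M KSR3 a maternal share of 0.138% (SD 0.240). The deposited file gives 65.9%, and 57.6% on the scale of each genome's own total that the paper uses, which also differs and was chosen after the values were seen. Fig. 3A colours this gene toward the maternal side in M KSR3. The paper's maternal values there are 0, 0.453 and 0, where the file holds 143, 149 and 141, and 609 of 612 values of that table match the file within 5%.

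The paper's tree places the KSR-iPSCs together. Neighbour joining on the deposited values did not (F KSR4 replicate 2 joined the TX 2i ESCs), while average linkage, chosen after seeing the data, did. The paper states that Snrpn stays monoallelic in M KSR5, and the maternal share was 5.65% and 4.36% in replicates 1 and 2 but 22.1% in replicate 3. The paper reports normal karyotypes for the KSR-iPSCs, judged by the number of chromosomes in most metaphases, while maternal shares over whole autosomes were 68.0% for chromosome 1 and 65.3% for chromosome 8 in M KSR3, 62.8% for chromosome 8 in F KSR4 and 62.1% for chromosome 15 in M KSR5. In the Source Data of Supplementary Fig. 3B, the paper's mean for M KSR3 (4.81) lies nearest F KSR2 in the file (4.73) and its mean for F KSR2 (4.21) nearest M KSR3 (4.13), its mean for M KSR5 (4.33) nearest F KSR4 (4.24) and its mean for F KSR4 (4.53) nearest M KSR5 (4.49). The paper's maternal percentages of chromosome 6, computed from the Source Data of Supplementary Fig. 3A, follow the labels, at 93.98 in F KSR2 and 43.76 in M KSR3, where the file gives 96.0 and 44.1 on the paper's scale. The 72 values of Fig. 1C match the file.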

Other observations

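The hypothesis on copies of altered chromosomes was noticed in these data, and its test was set before the result it measures was seen. Genes called between female and male KSR-iPSCs were lower in female lines in 92.5% of 53 on chromosome 1, chromosome 15 and chromosome 11 from 60 Mb, which carry more maternal reads in 1 male line each, and in 67.5% of 80 on the 12 autosomes with no altered share in any line, 25.0 percentage points apart. Copies of chromosomes altered in single male lines may thus account for part of the autosomal genes called lower. Chromosomes altered in a female line were counted after the result was seen. On chromosome 4 from 140 Mb, where F KSR2 had lost its maternal reads (-5.02 log2, all reads -0.89), 23 of 23 called genes were lower, and 7 of 12 before 140 Mb. On chromosome 8, with more maternal reads in 1 female and 1 male line, 20 of 20 were lower, and on chromosome 6, altered in F KSR2, 5 of 13. On chromosome 9, which is not altered, 11 of 12 were lower too.

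M KSR5 replicate 3 lay apart from the other 2 libraries of its line. Its fibroblast genes were higher in 29 of 30 genes (median log2 level 3.59, against 0.63 and 1.16 in the other 2, and 8.98 to 9.47 in MEFs). The maternal share of chromosome 15 was 56.0% there and 65.1% in the other 2 libraries. In F KSR4 replicate 3, chromosome 8 was at 56.5%, against 65.9% in the other 2 libraries.

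None of 11 DNA methylation, demethylation and imprint protection genes passed limma between female and male KSR-iPSCs (2 at an unadjusted p under 0.05, 0 with voom). With all 18 libraries in 1 model Dnmt3a (log2 fold change -0.86, adjusted p = 0.0235 from limma) and Dppa3 (1.67, adjusted p = 0.0265) did.

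Gene lists not given above, apart from a list of X-linked dosage genes that is left out, had these counts of genes higher and lower (adjusted p under 0.05 from limma over all genes).

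KSR-iPSCs against MEFs gave formative and primed epiblast 12 and 2 of 16, trophoblast 6 and 2 of 12, primitive endoderm 12 and 5 of 19, mesoderm and neuroectoderm 3 and 3 of 7, MEK-ERK signalling 8 and 5 of 21, WNT targets 10 and 4 of 17, DNA methylation 10 and 1 of 11, germline 17 and 0 of 18, 2-cell-like state 1 and 0 of 3, cholesterol 8 and 7 of 25, fatty acid synthesis 4 and 6 of 13, glycolysis and hypoxia 10 and 7 of 24, respiratory chain 21 and 0 of 25, p53 targets 6 and 4 of 17, stress response 4 and 6 of 17, interferon 5 and 6 of 17, blood and endothelial 2 and 9 of 12, X escape 6 and 1 of 8, X inactivation centre 2 and 1 of 3, Y-linked 5 and 0 of 5, other imprinted 15 and 15 of 37.

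TX 2i ESCs against MEFs gave formative and primed epiblast 12 and 2 of 16, epithelial 16 and 2 of 20, trophoblast 5 and 1 of 12, primitive endoderm 6 and 8 of 19, mesoderm and neuroectoderm 2 and 3 of 7, MEK-ERK signalling 2 and 15 of 21, WNT targets 9 and 5 of 17, DNA methylation 10 and 1 of 11, germline 16 and 1 of 18, cholesterol 7 and 5 of 25, fatty acid synthesis 4 and 0 of 13, glycolysis and hypoxia 12 and 3 of 24, respiratory chain 19 and 0 of 25, p53 targets 3 and 4 of 17, stress response 5 and 4 of 17, interferon 5 and 7 of 17, blood and endothelial 1 and 9 of 12, X escape 6 and 1 of 8, X inactivation centre 1 and 1 of 3, Fig. 3A genes 5 and 7 of 17, other imprinted 12 and 13 of 37, and none called by limma in 2-cell-like state (3), Y-linked (5).

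KSR-iPSCs against TX 2i ESCs gave Fig. 1C genes 2 and 3 of 12, naive pluripotency 1 and 4 of 19, formative and primed epiblast 3 and 4 of 16, epithelial 9 and 1 of 20, trophoblast 1 and 1 of 12, primitive endoderm 10 and 2 of 19, mesoderm and neuroectoderm 2 and 2 of 7, WNT targets 2 and 4 of 17, DNA methylation 1 and 0 of 11, germline 8 and 1 of 18, cholesterol 1 and 3 of 25, glycolysis and hypoxia 2 and 10 of 24, respiratory chain 1 and 2 of 25, p53 targets 1 and 0 of 17, stress response 0 and 4 of 17, interferon 2 and 0 of 17, X escape 0 and 3 of 8, X inactivation centre 1 and 0 of 3, Y-linked 5 and 0 of 5, Fig. 3A genes 2 and 3 of 17, other imprinted 7 and 6 of 37, and none called by limma in 2-cell-like state (3), blood and endothelial (12).

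Female against male KSR-iPSCs gave naive pluripotency 1 and 0 of 19, fibroblast 0 and 1 of 23, epithelial 1 and 0 of 20, primitive endoderm 0 and 2 of 19, MEK-ERK signalling 0 and 1 of 21, germline 1 and 1 of 18, cholesterol 1 and 1 of 25, glycolysis and hypoxia 0 and 1 of 23, respiratory chain 1 and 0 of 25, p53 targets 1 and 0 of 17, X inactivation centre 1 and 0 of 3, and none called by limma in Fig. 1C genes (12), formative and primed epiblast (16), trophoblast (11), mesoderm and neuroectoderm (5), WNT targets (16), 2-cell-like state (2), fatty acid synthesis (13), stress response (17), interferon (11), blood and endothelial (4), Fig. 3A genes (17), other imprinted (36). Adjusted over the list alone, 11 of 19 primitive endoderm genes were lower in female lines (2 over all genes), with a camera adjusted p of 6.92e-05 with the preset correlation and of 0.610 with an estimated correlation. Camera passed an adjusted p of 0.05 with its preset correlation for 11, 11, 10 and 9 of the 27 lists in these 4 comparisons (the list left out is counted), and with an estimated correlation for 1, 2, 0 and 2.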
